# DENR controls JAK2 translation to induce PD-L1 expression for tumor immune evasion

**DOI:** 10.1038/s41467-022-29754-y

**Published:** 2022-04-19

**Authors:** Baiwen Chen, Jiajia Hu, Xianting Hu, Huifang Chen, Rujuan Bao, Yatao Zhou, Youqiong Ye, Meixiao Zhan, Wei Cai, Huabin Li, Hua-Bing Li

**Keywords:** Tumour immunology, RNA, Tumour immunology

## Abstract

RNA-binding proteins (RBPs) can recognize thousands of RNAs that help to maintain cell homeostasis, and RBP dysfunction is frequently observed in various cancers. However, whether specific RBPs are involved in tumor immune evasion by regulating programmed death ligand-1 (PD-L1) is unclear. Here, we perform targeted RBP CRISPR/Cas9 screening and identify density regulated re-initiation and release factor (DENR) as a PD-L1 regulator. DENR-depleted cancer cells exhibit reduced PD-L1 expression in vitro and in vivo. DENR depletion significantly suppresses tumor growth and enhances the tumor-killing activity of CD8^+^ T cells. Mechanistically, DENR antagonizes the translational repression of three consecutive upstream open reading frames (uORFs) upstream of Janus kinase 2 (*Jak2*); thus, DENR deficiency impairs JAK2 translation and the IFNγ-JAK-STAT signaling pathway, resulting in reduced PD-L1 expression in tumors. Overall, we discover an RBP DENR that could regulate PD-L1 expression for tumor immune evasion, and highlight the potential of DENR as a therapeutic target for immunotherapy.

## Abstract (web summary)

Several mechanisms have been associated with transcriptional and post-transcriptional regulation of PD-L1 in cancer. Here the authors show that a RNA binding protein, DENR, positively regulates the translation of JAK2 and induces PD-L1 expression in tumor cells, associated with immune evasion.

## Introduction

Programmed death ligand 1 (PD-L1) is typically expressed on tumor cells and immune cells such as macrophages and dendritic cells, and the interaction between PD-L1 and its receptor, programmed cell death-1 (PD-1), on T cells inhibits the tumor-killing activity of these cells^1–3^. One of the most exciting progressions in cancer research in recent years has been the development of the PD1/PD-L1 blockade, which benefits patients with diverse types of cancers^4–6^. However, only a small proportion of patients can benefit from anti-PD-1/PD-L1 therapy^7^. Those tumors with high PD-L1 expression are with poor prognosis but considered to be more sensitive to PD-1/PD-L1 blockade^8^. Nevertheless, the mechanism that regulates PD-L1 expression in tumor cells has not been fully elucidated, understanding of which regulatory network would aid to develop potential therapeutic strategies to enhance efficacy of anti-tumor immunotherapy.

PD-L1 expression can be induced by inflammatory factors such as interferon (IFN)γ, IFNα, IFNβ, tumor necrosis factor (TNF)α, and transforming growth factor (TGF)β. IFNγ, which is generally produced by T cells, is considered to be the most prominent inducer of PD-L1^9^. The binding of IFNγ to its receptors activates the JAK-STAT signaling pathway, thereby up-regulating the expression of a series of genes, including *PD-L1*^9^. Besides inflammatory signaling, the elevated expression of oncogenic transcription factors, such as MYC^10^, HIF1α^11^, NF-κB^12^, and BRD4^13^, in cancers has also been demonstrated to directly regulate PD-L1 transcription. In addition, increasing evidence demonstrated that PD-L1 also undergoes different post-transcriptional regulation. CKLF-like MARVEL transmembrane domain-containing 6 has been shown to positively regulate PD-L1 by direct binding to increase its half-life^14,15^, and miR-513^16^ and miR-155^17^ suppress PD-L1 expression by directly binding to the 3ʹ UTR of *PD-L1* mRNA.

RNA-binding proteins (RBPs) are involved in all aspects of RNA metabolism, including splicing, exportation, location, modification, translation, and decay^18^. Although PD-L1 regulation has been extensively studied at the transcriptional and post-transcriptional levels, whether a particular RBP is involved in the PD-L1 regulation networks is still unknown. To systematically discover the involvement of the RBP regulatory pathways in PD-L1 expression, we perform targeted pooled RBP CRISPR/Cas9 screening and identify an RBP, density-regulated re-initiation and release factor (DENR), as a PD-L1 regulator. We find three upstream open reading frames (uORFs) in the Janus kinase 2 (*Jak2*) 5ʹ UTR region that constitutively repress the translation of JAK2. DENR binds to 40S ribosomes and bypasses the three uORFs to reinitiate the translation of the *Jak2* main ORF. A deficiency in DENR leads to decreased JAK2 translation and impairs JAK-STAT signaling, thus reducing PD-L1 expression in tumor cells and repressing tumor growth by enhancing the anti-tumor killing activity of CD8^+^ T cells in the tumor microenvironments.

## Results

### Pooled CRISPR screening identified DENR as a regulator of PD-L1

Previously, we successfully performed the pooled RBP CRISPR screening of macrophages and identified m^6^A “writers” to be positive regulators of TNF expression and macrophage activation^19^. To unbiasedly and systematically screen for post-transcriptional regulators of PD-L1, we constructed a new customized RBP CRISPR mini-library with a larger RBP pool than our previous 782-RBP-gene CRISPR mini-library. The new version of the RBP library contained 10 single-guide (sg)RNAs per gene of 1467 known RBPs^20^, as well as positive and negative control sgRNAs (Supplementary Data 1). We used fluorescence-activated single-cell sorting (FACS) to quantify the PD-L1 expression levels, which served as a reliable and convenient CRISPR screening readout.

IFNγ is generally considered to be the most potent inducer of PD-L1 expression^14^, and murine macrophage-like RAW264.7 cells show a rapid response to IFNγ treatment, expressing high levels of surface PD-L1 (Supplementary Fig. 1a). We constructed a Cas9-expressing stable RAW264.7 cell line, then infected the cells with the above lentivirus RBP CRISPR library at a multiplicity of infection of 0.3 (Fig. 1a and Supplementary Fig. 1b) and selected them with puromycin for 7 days. Next, the cells were stimulated with IFNγ for 4 h to induce PD-L1 expression at a moderate level (Supplementary Fig. 1a), to allow easier identification of RBP genes that could either enhance or suppress PD-L1 expression as previously suggested. Then, the cells were sorted by FACS based on their surface expression of PD-L1 (Fig. 1b). Genomic DNA was extracted from PD-L1^High^, PD-L1^Low^, and unsorted cells, and the inserted sgRNAs were amplified and sequenced (Fig. 1b).

**Fig. 1:**
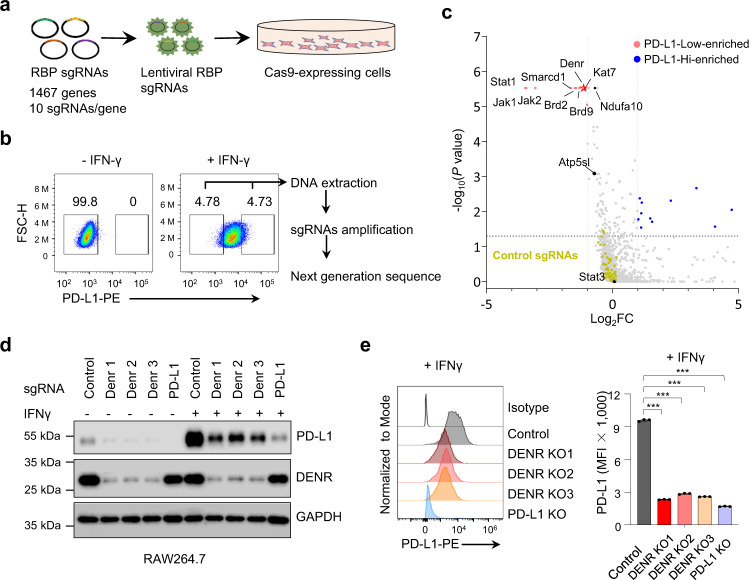
Identification of DENR as a PD-L1 regulator by CRISPR/Cas9 screening. **a** Single-guide (sg)RNAs were packaged into a lentivirus and transfected into Cas9-expression RAW264.7 cells; cells were selected with puromycin (8 ng/ml) for 7 days. **b** RAW264.7 cells were incubated with 20 ng/ml IFN-γ for 4 h to induce PD-L1 at a moderate level; PD-L1^Low^ and PD-L1^High^ cells were sorted by FACS of IFNγ-treated cells, and the sgRNAs were amplified and sequenced. **c** Dots represent individual genes; red and blue dots indicate genes with significant enrichment within the PD-L1^Low^ and PD-L1^High^ populations, respectively; orange dots indicate negative control sgRNAs; black dots indicate *Stat3*, *Ndufa10,* and *Atps5l*. The experiment was repeated independently two times with similar results. **d** Western blotting validation of DENR and PD-L1 knockout with specific sgRNAs in RAW264.7 cells, ± IFNγ (20 ng/ml) for 24 h. The experiment was repeated independently three times with similar results. **e** Surface PD-L1 levels were analyzed by FACS in DENR and PD-L1 KO cells, + IFNγ (20 ng/ml) for 24 h (*n* = 3 independent samples). Results are representative of three biological replicates. Three technical replicates are shown. Data are presented as mean values ± SD. Two-sided, one-way ANOVA with Dunnett’s post hoc test: *** *p* < 0.001. *p* values from left to right: < 0.0001; < 0.0001; < 0.0001; < 0.0001. MFI median fluorescence intensity. Source data are provided as a Source Data file.

As expected, sgRNAs targeting known positive regulators of PD-L1, such as JAK1, JAK2, and STAT1 in the IFNγ signaling pathway^7^, were identified in the PD-L1^Low^ cells and no negative control sgRNAs were enriched (Fig. 1c). Among the top candidates in the PD-L1^low^ cells, three components of the SWI/SNF chromatin remodeling complex, BRD2, BRD9, and SMARCD1, were identified (Fig. 1c). This complex has been reported to regulate the expression of PD-L1^21,22^. These findings demonstrated the validity of our screening setup.

To further validate our screening results, we tested the top hit genes enriched in PD-L1^low^ cells by generating stable KO RAW264.7 cell lines using individual corresponding sgRNAs. The FACS results showed that Knocking-out those genes, *Denr*, *Brd2*, *Atp5sl*, *Kat7*, *Ndufa10*, all significantly reduced the expression of cell surface PD-L1 (Supplementary Fig. 1d). Noticeably, DENR knockout in Cas9-RAW264.7 cells could markedly reduce the total and surface PD-L1, which could be further validated by additional three specific sgRNAs (Fig. 1d, e). Collectively, we identified DENR to be a posttranscriptional regulator of PD-L1 by customized pooled RBP CRISPR screening.

### DENR regulates PD-L1 through the JAK-STAT signaling pathway

DENR is reported to be an RBP that binds directly to transfer RNAs in vitro^23^ and is involved in the translation re-initiation of target mRNAs with short ‘start-stop’ uORFs (e.g., AUGUGA)^24^. However, we did not find any classical conserved ‘start-stop’ ORF in the short 5ʹ UTR of the PD-L1 gene, suggesting indirect PD-L1 regulation by DENR. To test our hypothesis, we knocked out DENR gene in murine colon adenocarcinoma MC38 cells and assayed the protein and mRNA levels of PD-L1 by immunoblot, FACS and RT-qPCR respectively (Fig. 2a–c). In the absence of IFNγ, PD-L1 protein levels were almost undetectable (Fig. 2a), and there was no difference in mRNA levels between DENR KO and control cells (Fig. 2c). IFNγ treatment, in contrast, dramatically decreased both total and surface PD-L1 protein and mRNA levels in DENR KO cells compared to control cells (Fig. 2a–c), suggesting that DENR does not directly regulate PD-L1 translation but indirectly regulates it through IFNγ-induced transcriptional signaling pathways. In addition, we observed a reduction of PD-L1 after DENR KO in murine melanoma B16/F10 cells (Supplementary Fig. 2a, b), suggesting DENR’s general role in reducing PD-L1 expression in different cell lines.

**Fig. 2:**
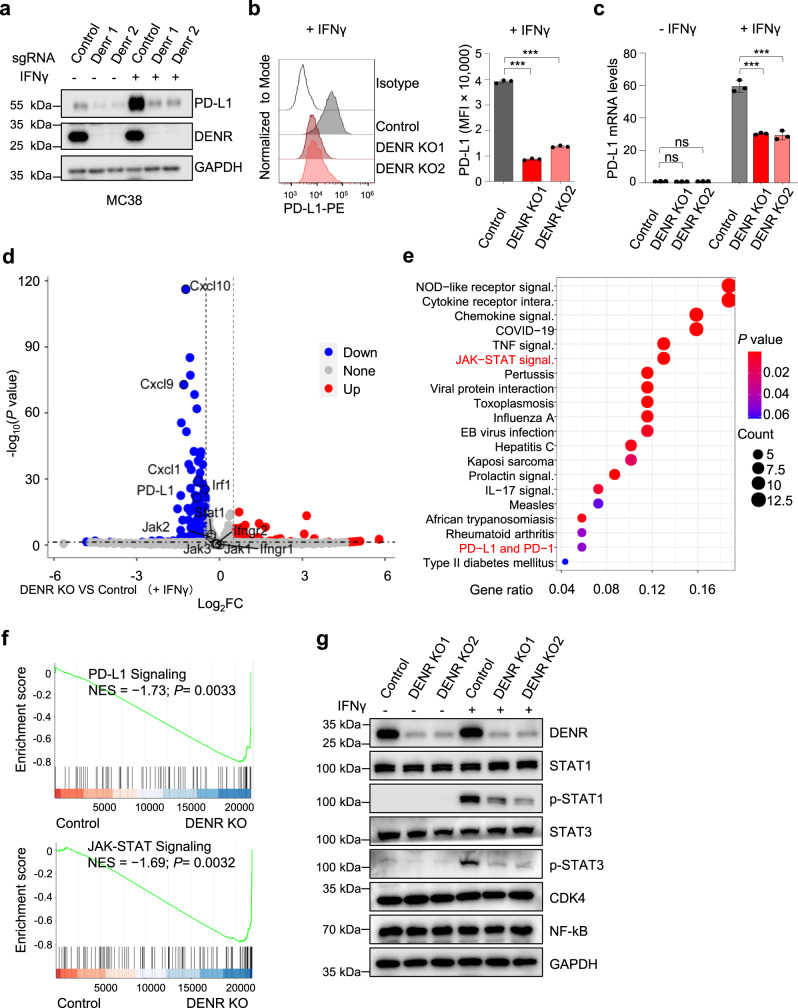
DENR depletion impaired the JAK-STAT signaling pathway. **a** Western blotting validation of DENR knockout and PD-L1 expression with two specific sgRNAs in MC38 cells, ± IFNγ (20 ng/ml) for 24 h. The experiment was repeated independently three times with similar results. **b** Surface PD-L1 levels were analyzed by FACS in DENR and PD-L1 KO cells, + IFNγ (20 ng/ml) for 24 h (*n* = 3 independent samples). Results are representative of three biological replicates. Three technical replicates are shown. Data are presented as mean values ± SD. Two-sided, one-way ANOVA with Dunnett’s post hoc test: *** *p* < 0.001. *P* values from left to right: <0.0001, <0.0001. **c** RT-qPCR analysis of PD-L1 mRNA levels normalized to β-actin mRNA in control and DENR KO MC38 cells, ± IFNγ (20 ng/ml) for 4 h (*n* = 3 biologically independent samples). Data are presented as mean values ± SD. Two-sided, one-way ANOVA with Dunnett’s post hoc test: *** *p* < 0.001, ns: not significant. *P* values from left to right: 0.1059, > 0.9999, < 0.0001, < 0.0001. **d** Volcano plot of global gene expression in DENR KO versus control MC38 cells (*n* = 2 independent samples) upon IFNγ stimulation (20 ng/ml for 4 h). Upregulated genes are labeled as red dots, whereas downregulated genes are labeled in blue. **e** KEGG analysis of downregulated genes in DENR KO cells versus control cells following IFNγ treatment. **f** Gene Set Enrichment Analysis (GSEA) showing downregulation of JAK-STAT, and PD-L1 pathways in DENR KO cells. *p* value is calculated using GSEA Empirical phenotype-based permutation test, two-sided, and no adjustments were made for multiple comparisons. **g** Western blotting analysis of STAT1/3, p-STAT1/3, CDK4, and NF-kB expression in control or DENR KO MC38 cells, ± IFNγ (20 ng/ml) for 1 h. The experiment was repeated independently three times with similar results. Source data are provided as a Source Data file.

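MC38 is a murine colon adenocarcinoma cell line. Control and DENR KO MC38 cells, 2 independent samples of each, were treated with 20 ng/ml IFNγ for 4 h, and mRNA selected with poly-T beads was sequenced as Illumina paired ends. For each of 22142 genes and unnamed loci, the authors deposited a normalized count per sample, together with their own fold changes and p-values. A normalized count is the number of reads on the gene divided by 1 size factor for the sample, and the 4 factors ran from 0.976 to 1.02. The paper's text does not name the aligner, the counting program, or the program used to compare the groups. Its statistics section sets a two-sided P under 0.05 for all tests, and leaves out whether P was adjusted over genes and whether a fold change was required. Within each sample, 100% of the values were whole multiples of the smallest value, so the reads could be recovered. They came to 17369020 and 17733205 reads on genes in the control samples and to 17984061 and 18083259 in the DENR KO samples. The 10 most abundant genes of a sample held between 4.10% and 4.28% of its reads. The groups were compared with limma on log2(normalized count + 1), a scale that understates the change of genes with low counts, over the 13928 genes with a mean of at least 10 normalized counts. A gene was counted as changed when its Benjamini-Hochberg adjusted p-value was under 0.05 and its log2 fold change was beyond 0.5 in either direction. In simulated counts, 191 tested genes were changed by 1 on the log2 scale, up or down. This test found 149 of them, including 97.8% of the 138 with a mean above 100, along with 6 unchanged genes. Smaller changes of single genes were not simulated, so the share found between 0.5 and 1 is not known. Denr, the targeted gene (ENSMUSG00000023106), lies on chromosome 5 of GRCm38 from 123907175 to 123928835. Its mRNA had 1438 and 1401 normalized counts in the 2 control samples and 946 and 957 in the 2 DENR KO samples. The mean fell from 1419.5 ± 25.5 (SD, n = 2) to 951 ± 8.09 (SD, n = 2), which is 67.0% of control. The log2 fold change was −0.58 (standard error 0.071), with an adjusted p-value of 8.2e-06 from limma with Benjamini-Hochberg adjustment.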

To identify the potential signaling pathway involved, we harvested IFNγ-treated control and DENR KO MC38 cells for RNA-seq. 

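With IFNγ, 143 genes were lower and 72 were higher in DENR KO cells than in control cells. The fold change threshold moved this number most. When a log2 fold change beyond 1 was required, 31 genes were lower and 13 were higher. Of the 143 lower genes, 8 lay on alternate scaffolds of the assembly or had no gene name. PD-L1 is encoded by Cd274 (ENSMUSG00000016496), on chromosome 19 of GRCm38 from 29367455 to 29388095. Cd274 had 2123 and 2175 normalized counts in the 2 control samples, a mean of 2149 ± 36.5 (SD, n = 2). In the 2 DENR KO samples it had 1217 and 1205, a mean of 1211 ± 8.55 (SD, n = 2). The difference was far larger than the spread between samples of a group, with a log2 fold change of −0.83 (standard error 0.066) and an adjusted p-value of 8.4e-09 from limma with Benjamini-Hochberg adjustment. With each of the 4 samples left out in turn, the log2 fold change of Cd274 stayed between −0.84 and −0.81. Cd274 ranked number 54 among the 143 lower genes by log2 fold change and number 25 by p-value.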

Bioinformatic analysis of the RNA-seq data found that 114 genes, including *PD-L1*, were significantly downregulated in DENR KO cells (Fig. 2d). KEGG analysis showed that these downregulated genes in DENR KO cells were enriched in JAK-STAT and PD-L1 signaling pathways (Fig. 2e), which could be verified by GESA analysis (Fig. 2f). In addition to PD-L1, the top down-regulated genes in DENR KO cells included *Cxcl10*, *Cxcl9*, *Cxcl1*, and *Irf1* (Fig. 2d), which are known to be specifically regulated by JAK-STAT signaling in response to IFNγ^25–27^.

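The KEGG and MSigDB gene sets were not used here. In their place, 10 gene lists were tested against the other genes in the IFNγ-treated samples, with limma's camera test at a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists. Genes known to be induced by IFNγ were lower in DENR KO cells in 54 of 54 cases, with a median log2 fold change of −0.59 (adjusted p = 8.1e-89 from camera). That list was written after part of the paper's Source Data for Fig. 2d had been read, so it is not independent of these samples. Of its genes, 45 had an adjusted p-value under 0.05 over all genes tested and 49 when adjusted over the list alone. Type I interferon-stimulated genes were lower in 23 of 27 cases (median −0.37, adjusted p = 2.6e-14 from camera), and NF-κB target genes in 28 of 31 (median −0.29, adjusted p = 3.2e-21). The Reactome set for IFNγ signaling was lower in 49 of 62 genes, with a median of −0.25 (adjusted p = 2.1e-19 from camera). A list of 45 JAK-STAT pathway genes, which holds receptors, kinases, STATs and inhibitors along with adaptors, co-activators and some target genes, moved less. Of these, 29 were lower, with a median of −0.06 (adjusted p = 7.1e-04 from camera), and 11 passed an adjusted p-value of 0.05 over all genes tested against 13 when adjusted over the list alone. With each sample left out in turn, that median lay between −0.042 and −0.025, the latter without control replicate 2. In the Reactome set for PD-1 signaling, which holds Cd274, only 5 of 16 genes were tested, and 2 of the 5 were lower. The set did not stand apart (median 0.03, adjusted p = 0.18 from camera), while fry gave an adjusted p-value of 0.037. Its median turned to −0.08 without control replicate 1. The 12 genes of the Reactome set for IFNα and IFNβ signaling had a median of −0.07 with 8 lower (adjusted p = 0.0011 from camera), which ranged from −0.17 to −0.012 without control replicate 2 or 1. The paper places the positive controls of its CRISPR screen in the IFNγ pathway, and 82 of the 151 genes were tested. The list also holds genes such as Bach2, Eomes, Gata3, Lef1 and Tlr4. It shares 6 tested genes with the IFNγ-induced genes and 8 with Reactome IFNγ signaling, so its median does not stand for those. Of the 82 genes, 44 were lower, with a median of −0.01 (adjusted p = 7.9e-04 from camera), which went to −0.03 without DENR KO replicate 2. Outside interferon signaling, ATF4 target genes were lower in 26 of 34 cases (median −0.10, adjusted p = 1.1e-05 from camera). Cholesterol synthesis genes were lower in 24 of 24 cases (median −0.12, adjusted p = 1.4e-06), and their median was −0.08 without control replicate 1. Under fry, 9 lists were lower, among them PD-1 signaling but not cholesterol synthesis. With the correlation estimated from the data, 4 lists were lower, namely the IFNγ-induced, type I interferon and NF-κB genes and the Reactome set for IFNγ signaling. In that order, their adjusted p-values from this form of camera were 0.016, 0.038, 0.027 and 0.027. From fry they were 1.9e-04, 0.014, 0.0047 and 0.0056. All of these are far larger than those from camera with the preset correlation.

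**Figure D1:**
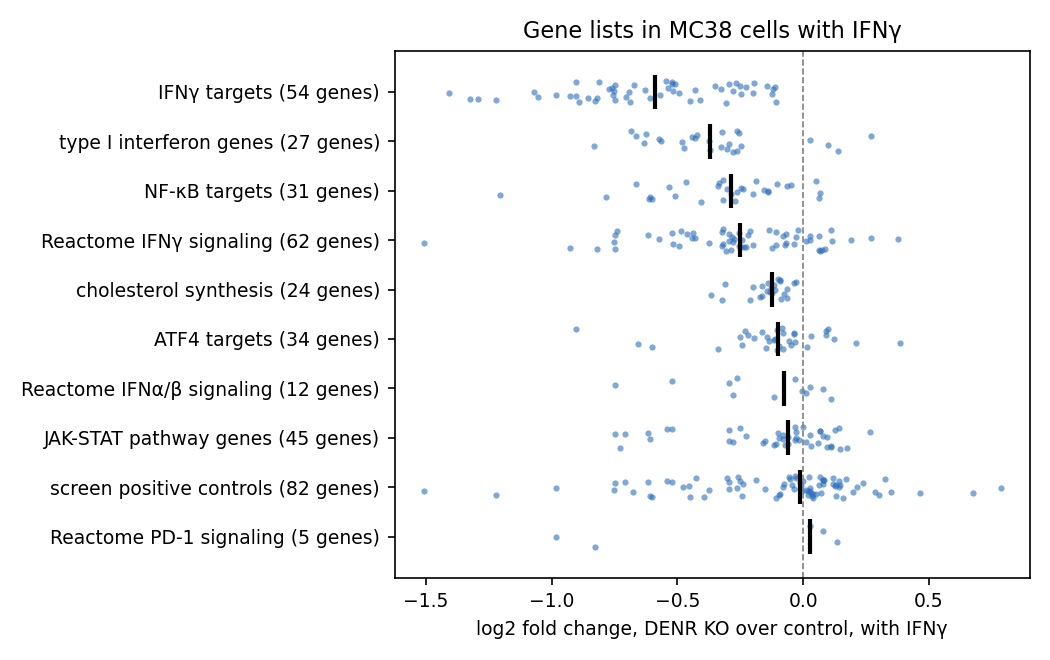
Log2 fold change of each gene (points) between DENR KO and control MC38 cells with IFNγ, for the 10 gene lists, with the median of each list as a black bar and no change as a dashed line. The medians run from −0.59 for IFNγ targets to 0.03 for the 5 genes of Reactome PD-1 signaling.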

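Each of these genes was lower in both DENR KO samples than in both control samples. Cxcl10 (ENSMUSG00000034855, chromosome 5 of GRCm38, 92346638 to 92348889) had the smallest p-value of the 143 lower genes. Its mean fell from 40975 ± 1833 normalized counts (SD, n = 2) in control cells to 17549 ± 724 (SD, n = 2) in DENR KO cells, a log2 fold change of −1.22 (standard error 0.048, adjusted p = 9.2e-14 from limma). Cxcl9 (ENSMUSG00000029417), a neighbor of Cxcl10 at 92321347 to 92328079, fell from 6896 ± 542 to 2813 ± 104 (SD, n = 2 each). Its log2 fold change was −1.29 (standard error 0.062, adjusted p = 2.7e-12 from limma), which was not significant (adjusted p = 0.67 from limma) when the nearly silent untreated samples were fitted together with these. Cxcl1 (ENSMUSG00000029380), on the same chromosome from 90891241 to 90893115, went from 6639 ± 336 to 3859 ± 262 (SD, n = 2 each). This was a log2 fold change of −0.78 (standard error 0.060, adjusted p = 5.6e-09 from limma). Irf1 (ENSMUSG00000018899), on chromosome 11 from 53770014 to 53778374, had 17099 ± 154 normalized counts in control and 11954 ± 77.6 in DENR KO cells (SD, n = 2 each). Its log2 fold change of −0.52 (standard error 0.048, adjusted p = 1.0e-07 from limma) lay just beyond the threshold of 0.5. By the size of the log2 fold change, Cxcl9 was number 12, Cxcl10 number 14, Cxcl1 number 64 and Irf1 number 139 of the 143 lower genes. By p-value, they were numbers 2, 1, 24 and 39. Leaving out each sample in turn kept the log2 fold changes between −1.27 and −1.18 for Cxcl10 and between −1.37 and −1.21 for Cxcl9. The same was done for Cxcl1, which stayed between −0.85 and −0.71, and for Irf1, between −0.53 and −0.51. Among the genes counted as changed that have a name and a mean of at least 100 normalized counts, the largest decreases were those of Ido1 (log2 fold change −1.41), Fst (−1.38), Cxcl11 (−1.32, annotated as a polymorphic pseudogene), Cxcl9 and Cxcl10. Among the same genes, the largest increases were those of Rnf181 (1.65), Masp1 (0.94), Ngfr (0.94), L1cam (0.86) and Tymp (0.86). Ngfr and Tymp were not significant with DESeq2 on the recovered reads, and Ido1, Cxcl11 and Rnf181 were not in the fit that included the untreated samples. Stat3, which encodes a transcription factor of the pathway, had a log2 fold change of −0.54 (adjusted p = 8.4e-07 from limma). From the decrease of genes that JAK-STAT signaling is known to control, the paper hypothesizes that DENR KO impaired this pathway, and it then tested this by western blotting (Fig. 2g).

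**Figure D2:**
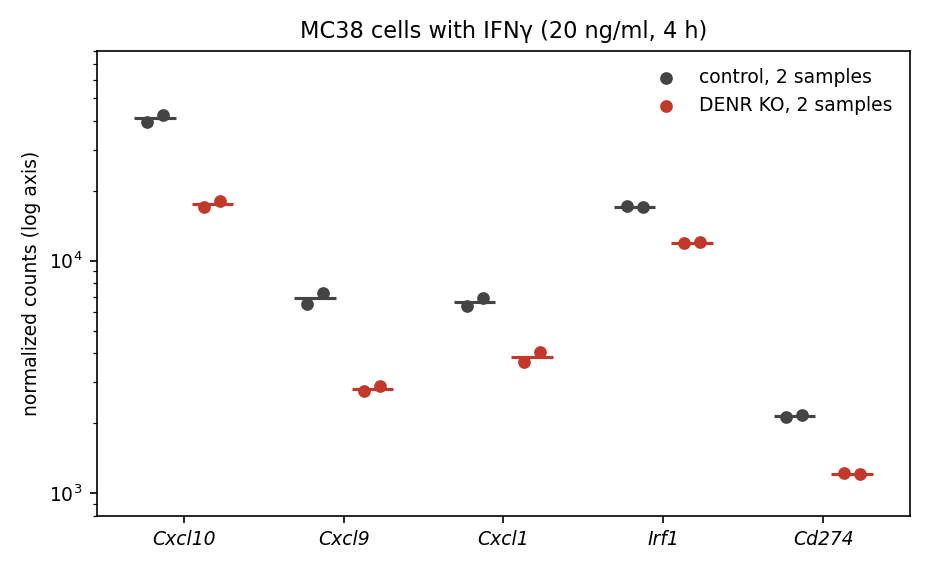
Normalized counts (log axis) of 5 genes in MC38 cells with IFNγ. Points are single samples, 2 of control and 2 of DENR KO cells, and lines are group means. For each gene both DENR KO samples lie below both control samples, as for Cxcl10 with means of 40975 and 17549.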

It has been thoroughly documented that IFNGR1 and IFNGR2 sense extracellular IFNγ, then transduce signals into the cell cytoplasm to activate JAK1 and JAK2 by phosphorylation^9,28^. The activated JAK1 and JAK2 subsequently phosphorylate STAT1 in most cells and STAT3 in some cells, and the pSTAT1/3 are translocated into the nucleus, where they bind to and promote the transcription of target genes such as *PD-L1*^9^. We thus hypothesized that DENR KO impaired the JAK-STAT signaling pathway. To test our hypothesis, we analyzed the protein and phosphorylation levels of STAT1 and STAT3 (Fig. 2g). Interestingly, we found the phosphorylation levels, but not the total protein levels, of STAT1 and STAT3 were dramatically reduced after IFNγ treatment, suggesting that the DENR-targeted gene was upstream of STAT1/3. Together, our data demonstrate that DENR regulates PD-L1 expression via the JAK-STAT signaling pathway.

### DENR directly regulates JAK2 expression

To further explore the molecular mechanisms of DENR function in PD-L1 regulation, we determined the protein and phosphorylation levels of all upstream factors of STAT1/3, including IFNGR1, IFNGR2, JAK1, and JAK2 (Fig. 3a and Supplementary Fig. 2c), by western blotting. 

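In the RNA-seq of IFNγ-treated cells, Jak2 (ENSMUSG00000024789, chromosome 19 of GRCm38, 29251828 to 29313080) had 2068 and 2163 normalized counts in the 2 control samples. The 2 DENR KO samples had 1706 and 1738. The means were 2115 ± 67.1 and 1722 ± 22.0 (SD, n = 2 each), so that Jak2 mRNA in DENR KO cells was 81.4% of control. The log2 fold change of Jak2 was −0.30 (standard error 0.064) with an adjusted p-value of 0.0064 from limma with Benjamini-Hochberg adjustment, a change larger than the spread between replicates but inside the threshold of 0.5. The log2 fold change of Jak2 stayed between −0.33 and −0.26 with each sample left out in turn. In the authors' deposited table, Jak2 has a log2 fold change of −0.30 and an adjusted p-value of 0.013. Jak1 had 4846 ± 82.0 normalized counts in control and 4889 ± 82.7 in DENR KO cells (SD, n = 2 each), with a log2 fold change of 0.01 (standard error 0.055, adjusted p = 0.96 from limma). Without control replicate 1, or without DENR KO replicate 2, that value for Jak1 was −0.0044. For the receptor chains, the log2 fold change was −0.07 for Ifngr1 (standard error 0.069, adjusted p = 0.74 from limma) and −0.11 for Ifngr2 (standard error 0.073, adjusted p = 0.59 from limma). Neither difference was distinguishable from the replicate error in that test. Jak3, at 629.7 ± 84.7 and 565 ± 64.7 normalized counts (SD, n = 2 each), had a log2 fold change of −0.15 (adjusted p = 0.60 from limma), which went to −0.016 without 1 sample.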

We found that both the protein and phosphorylation levels, but not the mRNA levels of JAK2 were markedly reduced in DENR KO cells cultured with or without IFNγ treatment (Fig. 3a–c), while JAK1, IFNGR1, and IFNGR2 were unaffected by DENR depletion (Fig. 3a and Fig. 2d), indicating DENR’s specific translational regulation over JAK2 expression. In addition, the reduction in JAK2 protein levels could be restored by the overexpression of an sgRNA-resistant DENR cDNA expression vector in DENR KO cells (Supplementary Fig. 2e), thus excluding the potential off-targeting effects of JAK2 by DENR sgRNAs. Furthermore, individually knocking out JAK1, JAK2, STAT1 showed a similar reduction of total and surface PD-L1 protein levels comparing to Knocking out DENR, but not STAT3 (Fig. 3d, e). These results were consistent with our CRISPR screening that JAK1, JAK2, STAT1 but not STAT3 sgRNAs were enriched in PD-L1^low^ cells (Fig. 1c). Together, our data prove that DENR directly regulates JAK2 expression via translation, thus its downstream JAK2-STAT1 signaling pathway and then PD-L1 expression.

**Fig. 3:**
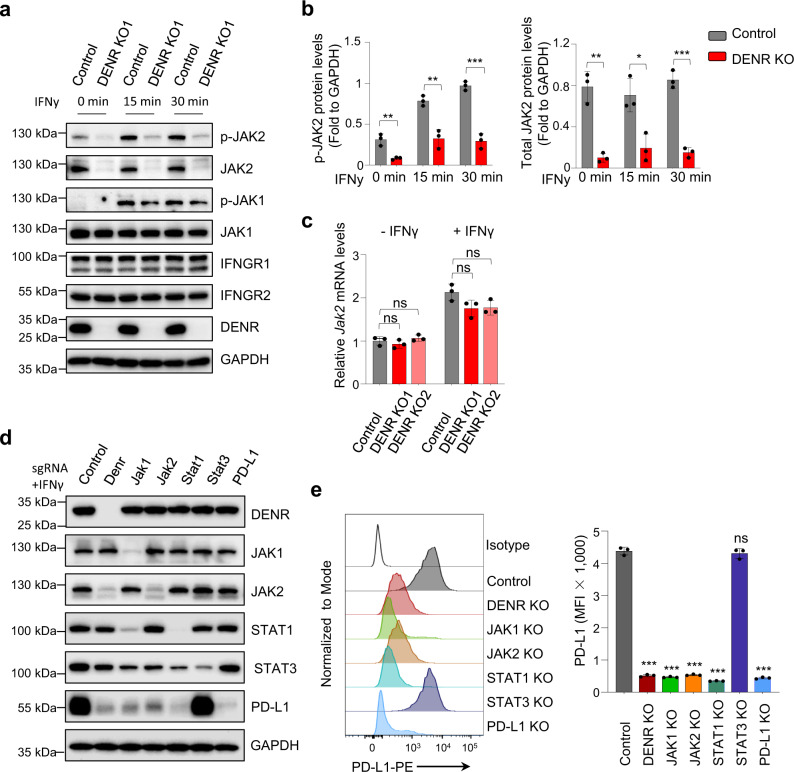
JAK2 is translationally controlled by DENR. **a** Western blotting analysis of JAK1/p-JAK1, JAK2/p-JAK2, IFNGR1, and IFNGR2 in control or DENR KO MC38 cells, the experiment was repeated independently three times with similar results. **b** p-JAK2 and JAK2 were quantified by normalizing to GAPDH by ImageJ (*n* = 3 biologically independent samples). Data are presented as mean values ± SD, unpaired two-tailed Student’s t-test: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. *p* values from left to right: 0.0053, 0.0035, 0.0004, 0.0016, 0.0136, and 0.0002. **c** RT-qPCR analysis of *Jak2* mRNA levels in control and DENR KO MC38 cells, ± IFNγ (20 ng/ml) for 4 h (*n* = 3 biologically independent samples). Data are presented as mean values ± SD. Two-sided, one-way ANOVA with Dunnett’s post hoc test: ns: not significant. *P* values from left to right: 0.5347, 0.6111, 0.0824, and 0.0971. **d** Western blotting validation of DENR, JAK1/2, STAT1/3, and PD-L1 knockout with specific sgRNAs in MC38 cells, + IFNγ (20 ng/ml) for 24 h. The experiment was repeated independently three times with similar results. **e** Surface PD-L1 levels were analyzed by FACS in different KO cell lines as indicated, +IFNγ (20 ng/ml) for 24 h (*n* = 3 independent samples). Results are representative of three biological replicates. Three technical replicates are shown. Data are presented as mean values ± SD. Two-sided, one-way ANOVA with Dunnett’s post hoc test: *** *p* < 0.001, ns: not significant. *P* values from left to right: < 0.0001, < 0.0001, < 0.0001, < 0.0001, 0.7065, < 0.0001. Source data are provided as a Source Data file.

As an RBP, DENR likely regulates JAK2 at the post-transcriptional level, but it may also regulate JAK2 activity by protein-protein interactions, thus, we performed immunoprecipitation (IP) and found that DENR pulled down Multiple Copies In T-Cell Lymphoma-1 (MCTS1) (Supplementary Fig. 3a), a known DENR interaction partner protein. However, JAK2 was not detected as an immunoprecipitate with the anti-DENR antibody (Supplementary Fig. 3a). Reciprocally, JAK2 IP with the anti-JAK2 antibody pulled down STAT3 as expected, but not DENR (Supplementary Fig. 3a).

DENR is reported to regulate the translation of target mRNAs^29–31^, and we found that the protein, but not the mRNA levels of JAK2 were reduced in DENR KO cells. In addition, we excluded the possibility of a protein–protein interaction between DENR and JAK2. All together, these data prompt us to hypothesize that DENR directly regulates the translation of JAK2, which in turn drives PD-L1 expression in response to IFNγ.

### uORFs inhibit the translation of JAK2 and are antagonized by DENR

We next sought to understand how DENR regulates JAK2 translation. DENR has been reported to regulate the translation of target genes with uORFs^29,30^. Interestingly, we observed three conservative uORFs in both the murine and human JAK2 gene, with two copies of a short ‘start-stop’ uORF, AUGUGA, and a longer uORF, AUGUUCUGA (Fig. 4a). Furthermore, knocking out DENR in human cancer cell lines, such as human colon HT29 cancer cells and human melanoma A375 cells, also resulted in reduced JAK2 protein levels (Supplementary Fig. 2d), indicating that the mechanism of DENR in regulating JAK2 expression is conservative in both murine and human.

**Fig. 4:**
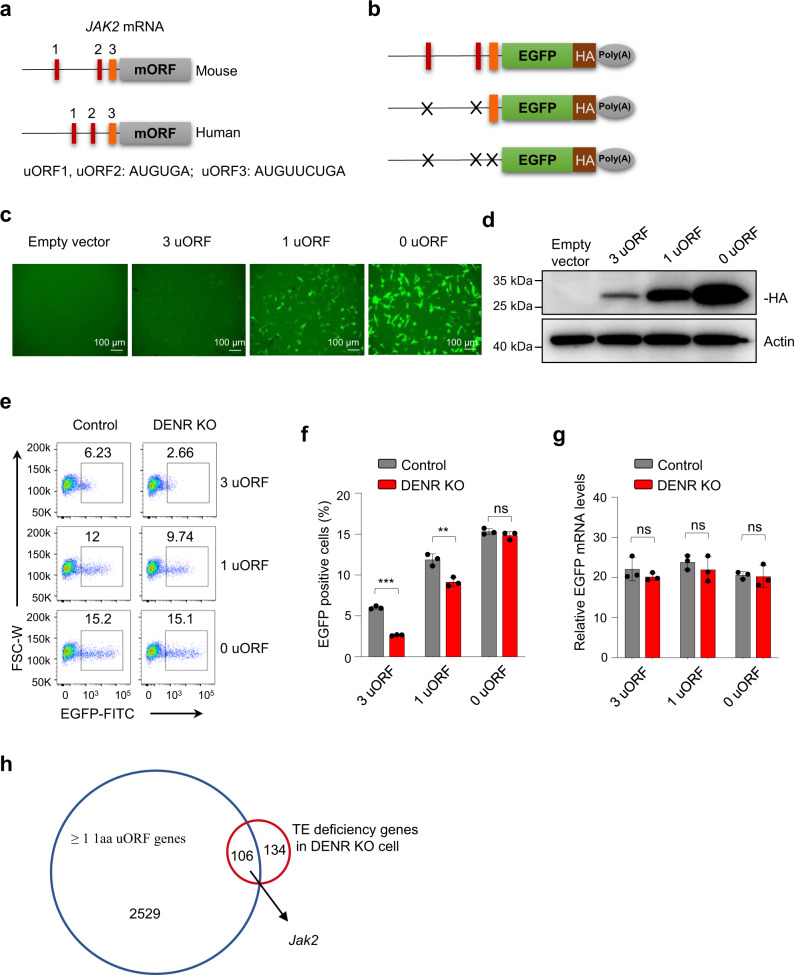
DENR regulation of the translation of JAK2 is dependent on three uORFs. **a** uORFs of human and mouse *JAK2* 5′ UTR features: 1 amino acid uORFs (red), 2 amino acid uORF (orange). **b** EGFP-HA-SV40 Poly(A) reporters of murine WT *Jak2* 5ʹ UTR with three uORFs or mutated 5ʹ UTR with 1 uORF or 0 uORF. **c** WT B16/F10 cells (1 × 10^7^) were divided into six-well plates; 24 h later, 650 ng of plasmid with individual reporters with 1 µl Lip3000 was added, and the cells incubated for 14–16 h. The EGFP was analyzed by fluorescence microscope. Scale bars, 100 μm. The experiment was repeated independently three times with similar results. **d** The protein levels of HA-tag as performed in **c** were analyzed by western blotting. The experiment was repeated independently three times with similar results. **e**, **f** Control or DENR KO B16/F10 cells were incubated with reports as described, and the percentage of EGFP positive cells were analyzed by FACS (*n* = 3 independent samples). Results are representative of three biological replicates. Three technical replicates are shown. Data are presented as mean values ± SD, unpaired two-tailed Student’s t-test: ** *p* < 0.01, *** *p* < 0.001, ns: not significant. *p* values from left to right: < 0.001, 0.0061, 0.2399. **g** The corresponding mRNA levels of EGFP reports in **e** were measured (*n* = 3 independent samples). Results are representative of three biological replicates. Three technical replicates are shown. Data are presented as mean values ± SD, unpaired two-tailed Student’s t-test: ns, not significant. *p* values from left to right: 0.8567, 0.4271, and 0.3341. **h** Venn diagram shows the overlap of more than 1 aa (amino acid) uORF genes with the TE (translation efficiency) impaired genes in DENR KO NIH3T3 cells. Source data are provided as a Source Data file.

To test the function of the uORFs upstream of the *Jak2* gene, we cloned the wildtype (WT) (three intact uORFs) or mutant (no uORF or only one longer uORF) *Jak2* 5ʹ UTRs into EGFP-HA-SV40 Poly(A) reporter constructs (Fig. 4b) which were transfected into WT B16/F10 cells, then measured the EGFP fluorescence by microscopy and the HA-tagged EGFP protein levels by western blot (Fig. 4c, d). The expression levels of the reports with three or one uORF were markedly repressed compared to that of the reporter lacking uORF, and the reporter with three uORFs was repressed more than the reporter with only one uORF (Fig. 4c, d). These data indicate that the uORFs upstream *Jak2* mRNA are indeed responsible for the repression of JAK2 translation efficiency.

Next, to determine whether the repressive function of the uORFs in *Jak2* mRNA is further regulated by DENR, reports were transfected into control and DENR KO cells (Fig. 4e). The proportion of EGFP-positive cells was reduced by up to 50% in DENR KO cells transfected with the reporters of three uORFs and by up to 15% in cells containing the report with one uORF, while reports with no uORF were not repressed by DENR depletion (Fig. 4f). In addition, the corresponding mRNA levels of EGFP reports were measured and no differences were observed in all experimental groups (Fig. 4g), suggesting that the difference in EGFP fluorescence is not due to EGFP transcription, but the translational regulatory effects of the upstream uORFs and associated DENR.

Furthermore, we analyzed the global genes and identified 2635 genes with at least 1 uORF. We then overlap those genes with translation deficiency genes defined from published ribosome profiling sequencing data set of DENR KO NIH3T3 cells (GSE116221)^32^, the results showed there are 106 genes with at least 1 uORF and decreased translation efficiency, and *Jak2* was among them (Fig. 4h).

Together, these results show that the uORFs upstream *Jak2* mRNA inhibits the translation of JAK2, and the inhibitory effects of uORFs are directly antagonized by DENR.

### DENR deficiency stalls ribosomes between uORFs

To explore the detailed molecular mechanisms of how DENR directly regulates JAK2 expression via upstream uORFs, we performed RNA immunoprecipitation with an anti-DENR antibody to detect DENR-bound RNAs (Fig. 5a). Unexpectedly, the qPCR amplification of the immunoprecipitated RNAs showed that DENR was bound to not only *Jak2* mRNAs, but also *Jak1* and *Gapdh* mRNAs lacking uORFs (Fig. 5b). Recent structural studies have shown that DENR binds to 40S ribosomes^33–35^, thus we performed polysome fractionation analysis to determine whether DENR affects the translation efficiency of all or only certain mRNAs. Our results showed that DENR depletion did not affect the formation of global polyribosomes (Fig. 5c). In addition, we carried out RT-qPCR on each polysome fraction in Control and DENR KO cells, and the results showed that *Jak1* mRNAs without uORFs did not have any significant ribosome association changes with each fractions (Fig. 5d), however, the distribution of *Jak2* mRNAs displayed a leftward shift on the fractionation gradient (Fig. 5e), indicating that *Jak2* mRNAs associated with smaller polysomes upon DENR depletion, suggesting that the translation efficiency of JAK2 but not JAK1 were suppressed in DENR KO cells. Finally, we also reanalyzed a ribosome footprint sequencing data set (GSE140084)^30^ in DENR KO versus WT HeLa cells and found that loss of DENR led to the accumulation of 40S and 80S on uORFs in *JAK2* (Fig. 5f) but not *JAk1* (Supplementary Fig. 3b). Together, our results suggest that DENR binds all mRNAs and bypass the uORFs when encountering them, thus promote translation efficiency of specific mRNAs with uORFs, specifically *Jak2* mRNAs.

**Fig. 5:**
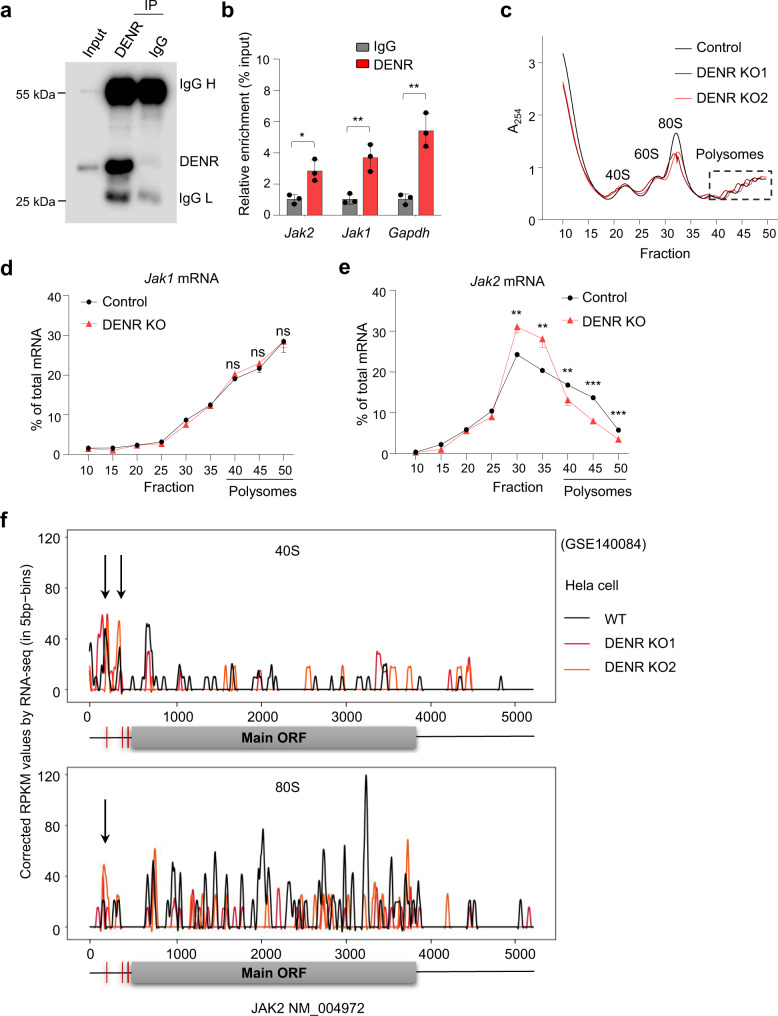
DENR depletion stalls ribosomes on uORFs. **a** DENR was immunoprecipitated with the anti-DENR antibody, the experiment was repeated independently three times with similar results. **b** RIP analysis of DENR association with mRNAs in MC38 cells. DENR-bound mRNAs were detected by RT-qPCR (*n* = 3 biologically independent samples). Data are presented as mean values ± SD, unpaired two-tailed Student’s t-test: * *p* < 0.05, ** *p* < 0.01. *p* values from left to right: 0.0144, 0.0074, and 0.0026. **c** Representative traces of polyribosome profiles obtained from control or DENR KO MC38 cells. The experiment was repeated independently three times with similar results. **d** RT-qPCR analysis of *Jak1* mRNA levels in each fraction obtained from control or DENR KO MC38 cells (*n* = 3 independent samples). Results are representative of two biological replicates. Three technical replicates are shown. Data are presented as mean values ± SD, unpaired two-tailed Student’s t-test: ns, not significant. *p* values from left to right: 0.1344, 0.1233, and 0.9869. **e** RT-qPCR analysis of *Jak2* mRNA levels in each fraction obtained from control or DENR KO MC38 cells (*n* = 3 independent samples). Results are representative of two biological replicates. Three technical replicates are shown. Data are presented as mean values ± SD, unpaired two-tailed Student’s t-test: ** *p* < 0.01, *** *p* < 0.001. *p* values from left to right: 0.0015, 0.0032, 0.0086, <0.0001, 0.0006. **f** 40S and 80S ribosome occupancy of *JAK2* mRNA transcripts in DENR KO versus WT Hela cells. Source data are provided as a Source Data file.

Next, to further confirm that the global protein synthesis was not affected by DENR KO, we first performed Click-iT OPP Protein Synthesis assay and found no changes of the global incorporation efficiency of OP-puro analog into newly translated peptides in DENR KO over WT cells (Supplementary Fig. 3c, d). Then, we checked the phosphorylation status of translation initiation factors eIF2α, 4EBP1, and eEF2, whose phosphorylation would lead to protein synthesis inhibition^36,37^. The results showed that the phosphorylation status of eIF2α, 4EBP1, and eEF2 was un-altered in DENR KO cells (Supplementary Fig. 3e).

All together, these data exclude the possibility that DENR has a broad effect on the translation of all mRNAs and suggest that DENR constitutively associates with ribosomes, travels indiscriminately along all mRNAs, promotes translation re-initiation only when encountering uORFs belonging to certain mRNAs.

### DENR depletion attenuates PD-L1 expression and tumor growth in vivo

So far, we have shown the molecular mechanism of how DENR regulates the translation of JAK2 to control the expression of PD-L1. Next, we sought to determine the in vivo role of DENR in tumor progression and PD-L1 expression. We first showed that DENR depletion did not affect tumor growth in culture dishes by Cell Counting Kit 8 (CCK8) assay (Supplementary 5a, b). Then, EGFP-DENR KO and tdTomato-Control WT MC38 cells were evenly mixed and subcutaneously implanted into the flanks of WT C57BL/6 mice, so that the KO and WT tumor cells grew in the same tumor immune microenvironment, eliminating the extrinsic effects. We monitored the tumor volume daily, and selected mice at the early tumor growth time point (day 8) and at the late tumor regression time point (day 12) for sacrifice to analyze the ratio of DNER KO to control tumor cells (Fig. 6a). Interestingly, we found that the percentage of DENR KO tumor cells in all tumors was similar to that of control WT tumor cells on day 8 but much lower than that of WT tumor cells on day 12 (Fig. 6b), indicative of a specific and faster clearance of DENR KO tumor cells in the same tumor microenvironment. When analyzed by FACS, the PD-L1 expression levels of DENR KO tumor cells were significantly lower than those of control WT cells (Fig. 6c).

**Fig. 6:**
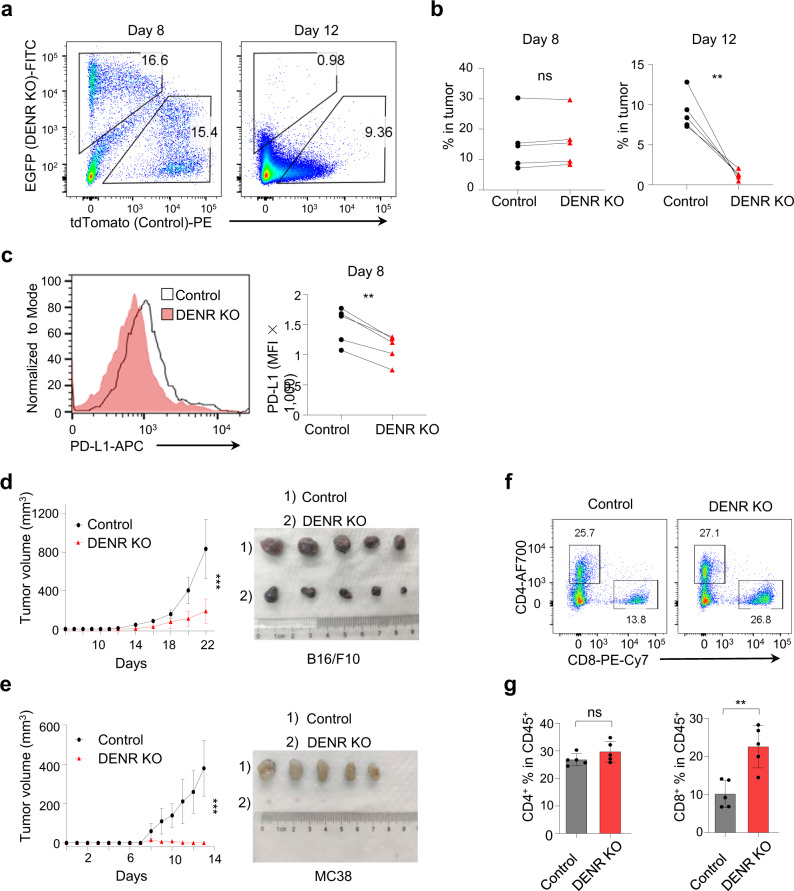
DENR depletion reduces tumor growth and PD-L1 expression in vivo. **a**, **b** Control and DENR KO MC38 cells stably expressing tdTomato or EGFP were mixed at a 1:1 ratio and administered subcutaneously into 6–8 weeks old female WT C57BL/6 mice (*n* = 5 mice). The composition of EGFP and tdTomato-positive cells in tumors was analyzed on day 8 or 12 by FACS. Data are presented as single values and are representative of three independent experiments. Paired two-tailed Student’s t-test: ns, no significant, ** *p* < 0.01. *p* values from left to right: 0.1078, 0.0032. **c** Cell surface PD-L1 on control or DENR KO MC38 cells in tumors on day 8 as shown in **a** was analyzed by FACS (*n* = 5 tumors). Data are presented as single values and are representative of three independent experiments with similar results. Paired two-tailed Student’s t-test: ** *p* < 0.01. *p* = 0.0017. **d**, **e** Female WT C57BL/6 mice (6–8 weeks) were given 5 ×  10^5^ control or DENR KO tumor cells, and tumors were measured every 1–2 days (*n* = 5 mice). Tumor growth is representative of three independent experiments with similar results. Data are presented as mean values ± SD, two-way ANOVA test: *** *p* < 0.001. *p* values from top to bottom: < 0.0001, <0.0001. **f**, **g** FACS analysis of intratumor CD4^+^ and CD8^+^ T cells in B16/F10 tumors (*n* = 5 tumors) as shown in (**d**). Data are presented as mean values ± SD and are representative of three independent experiments with similar results. Unpaired two-tailed Student’s t-test: ns, no significant, ** *p* < 0.01. *p* values from left to right: 0.1712, 0.0030. Source data are provided as a Source Data file.

As CD8^+^ T cells are central to tumor killing, and the anti-tumor immunity of CD8^+^ T cells was inhibited by the expression of PD-L1 in the tumor microenvironment^38^, we assess the infiltration and function of the CD8^+^ T cells in two syngeneic tumor models of both B16/F10 and MC38 tumor cells. We subcutaneously injected DENR KO B16/F10 or MC38 cells into the lower flanks of WT C57BL/6 mice, monitored the daily tumor growth, and sacrificed the mice at the end of the experiment. As expected, the DENR KO tumors grew much slower than WT tumors, and the tumor size of the KO cells was much smaller for B16/F10 tumor (Fig. 6d). More dramatically, MC38 tumors almost did not grow with DENR depletion (Fig. 6e). When B16/F10 tumors were analyzed by FACS, we observed that the percentage of CD4^+^ T cells among the immune cell population was similar in the KO and control tumors, the percentage of CD8^+^ T cells was significantly higher in DENR KO tumors than WT tumors (Fig. 6f, g). Next, to prove that the more efficient killing of DENR KO tumors over WT tumors was indeed due to increased tumor infiltration and enhanced killing of CD8^+^ T cells, we subcutaneously implanted DENR KO and control cells into the flanks of RAG1−/− mice in which the T cells and B cells were depleted. We observed that the growth of DENR KO and WT tumors in the RAG1−/− mice no longer showed significant differences without the existence of T cells for B16/F10 tumors, and slight difference for MC38 tumors (Supplementary Fig. 5c, d).

It is established that PD-L1 in tumors inhibits tumor immune clearance^38^, and our results showed that DENR KO dramatically attenuated tumor growth with decreased PD-L1 expression and increased CD8^+^ T cells infiltration. Together, our data indicate that DENR expression in tumors supports tumor evasion by regulating PD-L1 expression, and DENR KO assists faster tumor immune ejection, suggesting that DENR is a promising immunotherapy target.

### DENR correlates with patient survival in immunotherapy

As tumor cells rely on the expression of PD-L1 to resist attack by CD8^+^ T cells^38^, we assess the direct tumor-killing ability of CD8^+^ T cells by co-cultured with DENR KO or control MC38 cancer cells. The results showed that in OVA expressing cancer cells, DENR depletion resulted in weaker p-STAT1 signaling, lower PD-L1 expression, and significant higher percentage of apoptotic cells (Fig. 7a–c and Supplementary Fig. 5e–g). Notably, adding anti-PD-1 to the co-culture to block PD-L1 also increased the apoptotic population of control cells (Fig. 7a, b). Together, these results suggest that DENR depletion in tumors reduces the expression of PD-L1 upon CD8^+^ T cell treatment and, thus, enhances CD8^+^ T cell anti-tumor activities.

**Fig. 7:**
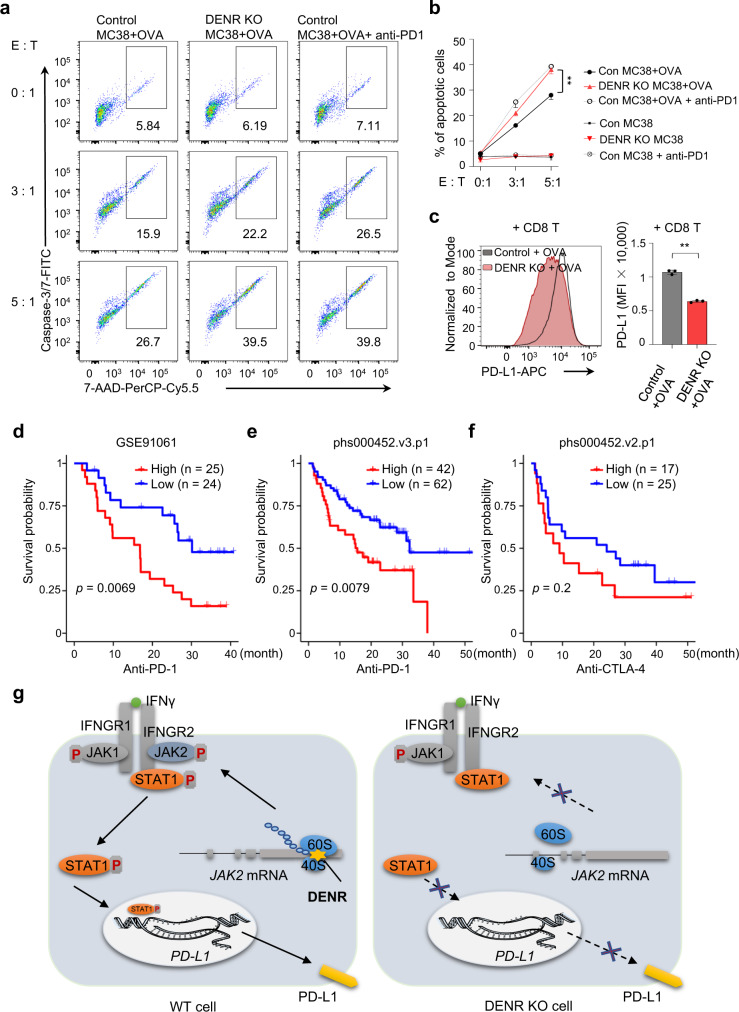
DENR depletion enhances the anti-tumor killing ability of CD8^+^ T cells. **a**, **b** Control or DENR KO MC38 cells with or without expression OVA were co-cultured with OT-1 CD8^+^ T cells at an effector (E) to target (T) ratio of 0:1, 3:1, or 5:1 for 16 h; anti-PD-1 (10 µg/ml) was added as a positive control. The apoptosis cells were measured by flow cytometry (*n* = 3 independent samples). Results are representative of three biological replicates. Three technical replicates are shown. Data are presented as mean values ± SD, unpaired two-tailed Student’s t-test at E: T = 5:1: ** *p* < 0.01. *p* = 0.0020. **c** Control or DENR KO MC38 cells with expression OVA were incubated with OT-1 CD8^+^ T cells at an effector to target ratio of 3:1 for 16 h and surface PD-L1 were measured by flow cytometry (*n* = 3 independent samples). Results are representative of three biological replicates. Three technical replicates are shown. Data are presented as mean values ± SD, unpaired two-tailed Student’s t-test: *** *p* < 0.001. *p* < 0.0001. Kaplan–Meier curves show overall survival in the DENR-high (red) and -low (blue) subgroups after anti-PD-1 blockade immunotherapy in **d**, **e** or anti-CTLA-4 blockade immunotherapy in (**f**). *P* value is calculated using the log-rank test. **g** DENR binds to 40S ribosomes to bypass three uORFs in *JAK2* mRNA. In the absence of DENR, JAK2 was not effectively translated and with reduced PD-L1 transcription by impairing the IFNγ signaling conduction. Source data are provided as a Source Data file.

In clinical studies, anti-PD1/PD-L1 therapy has benefited patients with diverse types of cancers. However, the low response rates to PD1/PD-L1 therapy in some tumor types and patients highlight the urgent clinical need to identify other immunotherapy targets or combination strategies^7^. To evaluate whether DENR can serve as a potential target or marker in anti-PD1/PD-L1 therapy, we analyzed three independent clinical studies of melanoma patients under anti-PD-1^39,40^, or anti-CTLA-4^41^ treatment regimens (Fig. 7d–f). We found that lower DENR expression in tumors correlated with better survival outcomes of patients given anti-PD-1 therapies (Fig. 7d, e), but not with anti-CTLA-4 therapy (Fig. 7f), demonstrating the potential benefits of using DENR as an immunotherapy target or marker.

## Discussion

RBPs play an essential role in RNA metabolism, and aberrant RNA-RBP networks are related to cellular dysfunction and human diseases^42–46^. However, which RBPs affect tumor immune evasion by regulating PD-L1 is largely unknown. Here, we described identifying RBP-DENR as a regulator of PD-L1 by employing pooled RBP CRISPR-Cas9 screening. Mechanistically, we found three uORFs in the 5′ UTR of *JAK2*, and loss of DENR stalled the 40S ribosomes on these uORFs and reduced the translation of JAK2, which in turn impaired the JAK2-STAT1 signaling pathway and repressed PD-L1 expression in vitro and in vivo (Fig. 7g).

JAK2 is involved in a subset of cytokine receptor signaling pathways, including those involved in cell growth, development, and differentiation, such as growth hormone; erythropoietin; type-II receptors, IFNα, IFNβ, and IFNγ; and a wide range of interleukins^47^. JAK2V617F is a highly recurrent mutation in myeloproliferative diseases, in which the normal valine on the 617th amino acid in the coding region is replaced by phenylalanine^48^. This change activates JAK2 and improves PD-L1 expression, mediating abnormal proliferation and immune escape in myeloproliferative neoplasms^48^. We observed that DENR depletion almost abolished the translation of JAK2, suggesting DENR could be a potential target in JAK2V617F-mediated diseases. Furthermore, as the three uORFs found in *JAK2* constitutively repressed the translation of JAK2, and with clinical sequence research reporting an uORF mutation of *JAK2* in a patient with chronic lymphocytic leukemia^49^, it appears the mutation of uORFs in *JAK2* is a high-risk factor, and more in-depth sequencing of the 5ʹ UTR is needed in patients with myeloproliferative diseases.

In our study, we have identified that DENR positively regulates PD-L1 expression through IFNγ-JAK2-STAT1 signaling, DENR high patients are less sensitive to PD-L1/PDL1 immune check blockade (ICB) therapy. The results seem inconsistent to some previous study showing some PD-L1 high patients were more sensitive to PD-L1/PDL1 blockade. However, PD-L1/PDL1 blockade therapy only benefit ~20% cancer patients, and among the remaining patients, many of them have mid-high PD-L1 expression^7^. In Tumor Microenvironment, a major source of IFNγ are T cells. Infiltrating T cells secrete more IFNγ, which stimulate tumor cells via JAK-STAT signaling to overexpress PD-L1, as well as many other known and unknown molecules, to inhibit T cell function^50^. This could explain that only ~ 20% patients could benefit from ICB. It has been well studied that interfering with tumor IFN-JAK-STAT signaling combined with PD-1/PD-L1 immune check blockade (ICB) monotherapy was more effective than only ICB monotherapy^50^. Our current study proves that DENR directly regulates JAK2, and downregulation of DENR will inhibit IFN-JAK-STAT signaling and its downstream PD-L1 and many other IFN response genes. Thus, DENR low patients with weakened JAK-STAT signaling could be more sensitive to ICB therapy. Multiple previous studies also have reported that candidate genes positively regulate tumor expression of PD-L1 is associated with PD-1 blockade resistance^51,52^. However, the clinical data is limited in our study, and the DENR function in tumor microenvironment of the tumor patients is very complex and is in need of further investigation.

DENR associates ribosomes but does not have the specific RNA binding motif that is seen in other RBPs^53,54^. However, the function of DENR is also highly correlated with particular uORF RNA sequences^24^. Consistent with our findings, some studies reported that DENR shows the highest regulation efficiency at start-stop uORFs and weaker efficiency at longer uORFs^24^, and the Kazok sequence before uORFs and penultimate codons are also involved^24,30^. This suggests the mechanisms of translation re-initiation of ribosomes to overcome uORFs are complex and may involve multiple factors; therefore, further study is needed.

DENR is highly expressed in multiple tumor types and indicates the poor prognosis of patients^55^. In this study, we uncovered the function of DENR in regulating PD-L1 expression in immune evasion, and the results indicate that DENR is a potential therapeutic target, either in isolation or in combination with current PD-L1/PD-1 blockade therapies.

## Methods

### Mice

All the wild-type mice at 6- to 8-week-old of age were maintained under specific pathogen-free conditions, and all animal procedures were performed in ethical compliance and with approval by the Institutional Animal Care and Use Committee (IACUC) of Shanghai Jiao Tong University School of Medicine.

### Cell culture

HEK293T, RAW264.7, MC38, B16/F10, HT29, and A375 cells were obtained from ATCC. Cells were cultured in RPMI-1640 or DMEM supplemented with 100 IU/ml Penicillin, 100 μg/ml Streptomycin and 10% fetal calf serum.

### Cloning

sgRNA oligos were synthesized and cloned into the LentiGuide-puro (#52963, Addgene) or LentiCRISPR v2-Blast (#52963, Addgene) via the two BsmBI sites. The EGFP-sgRNA plasmid in this study was a gift from Jiyu Tong, and we replaced the EGFP with a tdTomato to generate a tdTomato-sgRNA plasmid. 

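The mouse Jak2 gene lies on the forward strand of chromosome 19 of GRCm38, and its start codon begins at 29262208. In the GENCODE annotation, 4 protein-coding Jak2 transcripts have a 5ʹ UTR with an upstream open reading frame. ENSMUST00000065796, which GENCODE pairs with an earlier version of the RefSeq transcript used for the reporter, has a 5ʹ UTR of 399 nt over 3 exons and holds 3 uORFs. The first is the start-stop uORF ATGTGA in exon 1, at 29251946 to 29251951, in the sequence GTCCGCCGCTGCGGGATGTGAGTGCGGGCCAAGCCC. The next is a further ATGTGA in exon 2, at 29252464 to 29252469, in the sequence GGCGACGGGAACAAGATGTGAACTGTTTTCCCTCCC. The last is ATGTTCTGA, which encodes 2 amino acids, in exon 3 at 29262187 to 29262195, and it ends 12 nt before the start codon. Its surroundings are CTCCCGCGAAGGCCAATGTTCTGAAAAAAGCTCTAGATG. Exon 2, of 83 nt, is skipped in ENSMUST00000025705 (5ʹ UTR of 316 nt) and in ENSMUST00000236990 (305 nt), which keep the ATGTGA of exon 1 and the ATGTTCTGA. ENSMUST00000238009 begins inside that 83-nt exon and has a 5ʹ UTR of 104 nt with the other ATGTGA and the ATGTTCTGA. Only 1 of the 4 annotated transcripts therefore holds all 3 uORFs, and normalized counts per gene do not tell which of them MC38 cells use.

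**Figure D3:**
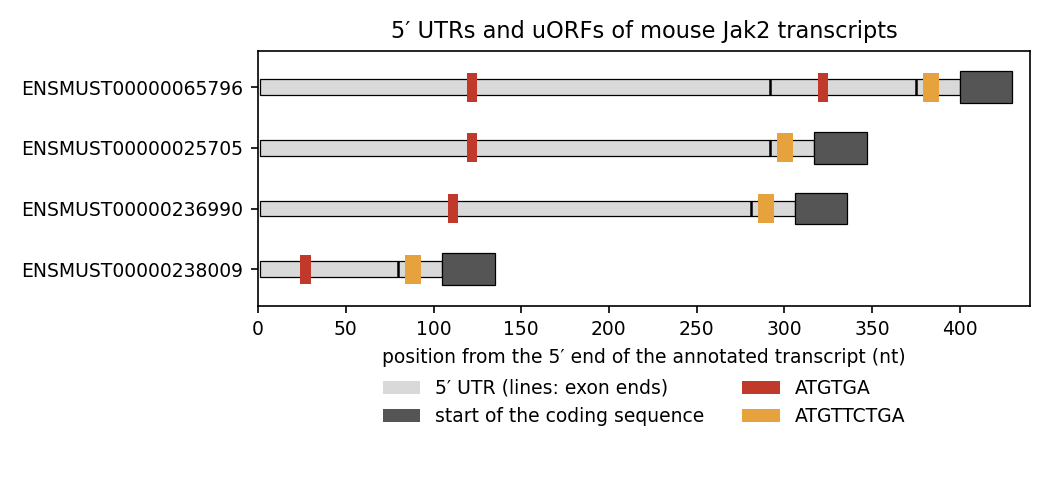
Annotated 5ʹ UTRs of 4 mouse Jak2 transcripts (GRCm38), drawn to scale in nt from the 5ʹ end of each transcript, with the ATGTGA (red) and ATGTTCTGA (orange) uORFs, exon ends as lines and the start of the coding sequence in dark grey. ENSMUST00000065796 holds all 3 uORFs, and the other transcripts hold 2.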

The WT *Jak2* 5ʹ UTR (NM_008413.4) and mutations were synthesized and cloned into pCMV-EGFP-HA-C (P0916, MiaoLing Plasmid Sharing Platform) by EasyGeno Assembly Cloning Kit (VI201, Tiangen) according to the manufacturer’s recommendations.

### Lentiviral production and transduction

Lentivirus was produced by transfection of HEK293T cells with a transfer vector of sgRNA expression plasmids or lentiCas9-Blast (#52962, Addgene), and the packaging plasmids psPAX2 (#12260, Addgene) and pMD.G (#12259, Addgene) at a 4:3:1 ratio. Transfection was performed using Roche reagent as recommended by the manufacturer. The viral supernatant was collected at 48 h and 72 h following transfection, filtered through a 0.45 μm filter, and added to target cells.

### CRISPR screen

A 10 sgRNA-per-gene CRISPR/Cas9 deletion library was designed to target 1467 RBP genes using CRISPR-FOCUS (cistrome.org/crispr-focus/), the library contained negative control sgRNAs: no binding sites in the genome, and positive control sgRNAs in IFNγ pathway (Supplementary Data 1). RAW264.7 cells were transduced with a lentiviral vector encoding Cas9 and selected with blasticidin (5 µg/ml) for 7 days. 5 × 10^7^ Cas9-expression RAW264.7 cells were infected with the pooled lentiviral RBP sgRNA library at a multiplicity of infection of 0.3 and selected with 5 μg/ml puromycin for 72 h, commencing 48 h after transduction. Rare PD-L1 low and PD-L1 high cells were enriched by FACS sorting at day 7. For the sorts, cells were pre-treated with 20 ng/ml IFNγ for 4 h, stained with PE-conjugated anti-PD-L1 antibody for 20 min, and washed with PBS prior to sorting for PD-L1 low and high cells. Genomic DNA was extracted from both the sorted cells and the unsorted cells. sgRNA sequences were amplified by two rounds of PCR, and purified for sequencing on Illumina Hiseq.

### Immunoblotting and immunoprecipitation

For western blotting analysis, cells were lysed in RIPA buffer (P0013B, Beyotime) containing protease and phosphatase Inhibitor cocktail, EDTA free (78441, Thermo Fisher Scientific) for 30 min on ice followed by pelleting of insoluble material by centrifugation. Protein concentration was determined using a BCA assay. For co-immunoprecipitation experiments, 10 million cells were lysed in 1 ml NP40 buffer (P0013F, Beyotime) containing protease and phosphatase Inhibitor cocktail, EDTA free, for 30 min on ice. After concentration, supernatants were incubated with Rabbit anti-DENR, Rabbit anti-JAK2, or Rabbit normal IgG for 4 h at 4 °C, followed by addition of 25 µl protein A/G beads (B23201, Bimake) and incubation for a further 2 h. After five washes in NP40 buffer, beads were eluted in 100 μl IgG elution buffer, PH2.0 (21028, Thermo Fisher Scientific) and neutralized with 15 μl 50 mM NaOH.

### Crosslinking and RNA-IP

MC38 cells were grown to confluency in 10 cm dish, cells were washed twice with cold PBS and irradiate uncovered with 0.2 Jcm^−2^ total energy of 245 nm UV light. Cells in one dish were then scraped in 1 ml RNA-IP lysis buffer (25 mM Tris-HCl (pH 7.5), 1% NP-40, 150 mM NaCl, 1.5 mM MgCl2, 1 mM DTT, Protease and Phosphatase Inhibitor Cocktail, EDTA-free and 100 U/ml RNase inhibitor (Vazyme)). Lysates were sonicated (30 s on/30 s off) for 3 cycles (Bioruptor^®^ Pico sonication device) and cleared by centrifugation and split into input (100ul) and IP samples (800ul). The IP samples were incubated with 2 μg anti-DENR or Rabbit normal IgG for 4 h at 4 °C. Immunocomplexes were precipitated by incubation with protein A/G beads for 2 h at 4 °C. Beads were washed three times with low salt wash buffer (25 mM Tris-HCl (pH 7.5), 0.05% NP-40, 150 mM NaCl, 1.5 mM MgCl2 and 100 U/ml RNase inhibitor), followed by 3 washes with high salt wash buffer (25 mM Tris-HCl (pH 7.5), 0.05% NP-40, 300 mM NaCl, 1.5 mM MgCl2 and 100 U/ml RNase inhibitor). RNA in input or IP samples was eluted by Trizol reagent according to the manufacturer’s recommendations. 2 μl RNA were subjected to reverse transcription using TransScript All-in-One First-Strand cDNA Synthesis SuperMix (AT341-03, Transgen) according to the manufacturer’s instructions, followed by qPCR analysis.

### In vitro killing assay

MC38 cells with or without OVA expression were infected with Cas9 and sgRNAs expression lentivirus to generate stable MC38 ± OVA Control or DENR KO cells. The spleen of OT-1 mice was dissociated and cultured with 5 µg/ml OVA _(257–264)_ peptides and 4 ng/ml IL-2 for three days, and changed to fresh media contain 4 ng/ml IL-2 for another three days. After amplification, CD8^+^ T cells were purified by negative selection with magnetic beads (8804-6825-74, ThermoFisher). After purification, 6 × 10^5^ CD8^+^ T cells were coculture with 2 × 10^5^ MC38-OVA Control or DENR KO cells (Effector: Target ratio: 3:1) in 24 wells plates, anti-PD1 (10 µg/ml) was added in MC38-OVA Control cells as a positive control. The cells were harvested after 16 h and labeled with 7-AAD, Caspase-3/7 or PD-L1 to detect by FACS, the gating strategy was shown as in Supplementary Fig. 4b.

### Flow cytometry

Cells from the plates or tumors were isolated and resuspended in PBS plus 1% FBS and 5 mM EDTA. After staining with the fluorescently conjugated antibodies, flow cytometry data were acquired on BD LSRFortessa X-20 or Accuri C6 Plus and analyzed using FlowJo software (Tree Star), the gating strategy in analysis tumor tissues were shown as in Supplementary Fig. 4a.

### Tumor models

Female WT C57BL/6 mice (6–8 weeks) and female RAG1^−/−^ mice (6–8 weeks) were purchased from Shanghai Model Organisms Center, the animals were maintained in specific-pathogen-free facilities. MC38 or B16/F10 cells were washed and resuspended in PBS at 5 × 10^6^/ml, mice were injected with 100 µl of total 5 × 10^5^ cells in the flank subcutaneously of WT C57BL/6 mice. Tumors were measured every 1–2 days (length × width) with a digital caliper. RAG1^−/−^ mice were given 1 × 10^5^ control or DENR KO cells, and tumors were measured every day. Tumor volume was determined using the formula: 0.52 × *L* × W^2^. Mice were sacrificed before tumors ulceration, and in the study, all the tumor diameters did not exceed 20 mm that was the maximal tumor diameter permitted by the IACUC of Shanghai Jiao Tong University School of Medicine. For mixture EGFP-DENR KO and tdTomato-Control cells, 5 × 10^5^ EGFP and 5 × 10^5^ tdTomato cells were mixed and injected in the flank subcutaneously, tumors were measured every day, volumes were determined as described.

### Antibodies

The antibodies used in the study were listed in the Supplementary Table 1.

### sgRNA and RT-qPCR sequence

The oligonucleotides for sgRNA cloning and PCR primers used in the study were listed in the Supplementary Tables 2 and 3.

### RNA extraction for RNA-seq and quantitative real-time PCR

For RNA-seq, MC38 control and DENR KO cells were stimulated with IFNγ (20 ng/ml) for 4 h and total RNA was extracted using TRIZOL (Invitrogen #15596026). RNA purification, reverse transcription, library construction, and sequencing were performed by Novogene Co., Ltd. (Shanghai, China) according to the manufacturer’s instructions (Illumina). Briefly, mRNA was purified from total RNAs by using poly-T oligo-attached magnetic beads and fragmented by the fragmentation buffer. First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase, then using RNase H to degrade the RNAs. Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and dNTP. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 370–420 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then PCR amplification, the PCR product was purified by AMPure XP beads, and the library was finally obtained. The library was initially quantified by Qubit2.0 Fluorometer, then diluted to 1.5 ng/μl, and the insert size of the library is detected by Agilent 2100 bioanalyzer. After the library is qualified, the different libraries are pooled according to the effective concentration and the target amount of data off the machine, then being sequenced by the Illumina NovaSeq 6000. The end reading of 150 bp pairing is generated.

For quantitative real time PCR, total cellular RNA or RNA in polysome fraction was extracted using TRIZOL (Invitrogen #15596026). mRNA was reversely transcribed into cDNA using HiScript III 1st Strand cDNA Synthesis Kit (Vazyme, R312-01). Fluorescence real-time PCR was performed with the ChamQ Universal SYBR qPCR Master Mix (Vazyme, q711-02) with the CFX384 Touch Real-Time PCR Detection System (Bio-Rad, USA). β-actin was used as an internal control for normalization.

### Statistical analysis

Survminer_0.4.9 package was used to determine the cutoff point of survival information for each dataset based on the association between DENR expression and patient overall survival. To find the maximum rank statistic and reduce the calculated batch effect, the “surv-cutpoint” function was used to dichotomy DENR expression, and all potential cutting points were repeatedly tested, then the patient samples were divided into the high-DENR group and the low-DENR group according to the maximum selected log-rank statistics. Kaplan–Meier comparative survival analyses for prognostic analysis were generated, and the log-rank test was used to determine the significance of the differences. For GSEA analysis the gene set “c2.all.v7.5” was downloaded from the MSigDB database. All statistical analysis was two-side and considered *P* < 0.05 as statistical significance.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

The RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE183980. The CRISPR screen data generated in this study have been deposited in the GEO database under accession GSE184048. For GSEA analysis the gene set “c2.all.v7.5” was downloaded from the MSigDB database [http://www.gsea-msigdb.org/gsea/index.jsp]. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: DENR controls JAK2 translation to induce PD-L1 expression for tumor immune evasion
**Source:** Nat Commun. 2022 Apr 19;13:2059. doi: 10.1038/s41467-022-29754-y
**Supplement:** Supplementary file 1 — Supplementary information

# Supplementary Information

## DENR controls JAK2 translation to induce PD-L1 expression for tumor immune evasion

Baiwen Chen, Jiajia Hu, Xianting Hu, Huifang Chen, Rujuan Bao, Yatao Zhou,  
Youqiong Ye, Meixiao Zhan, Wei Cai, Huabin Li, Hua-Bing Li

|                                |   |
|--------------------------------|---|
| 1. Supplementary Tables .....  | 2 |
| 2. Supplementary Figures ..... | 5 |

# **1. Supplementary Tables**

**Supplementary Table 1: Antibodies used in this study**

| Antigen                             | Provider and Product Number       | Blotting Dilution |
|-------------------------------------|-----------------------------------|-------------------|
| DENR                                | 10656-1-AP (Proteintech)          | 1:2000            |
| PD-L1                               | ab213480 (Abcam)                  | 1:1000            |
| IFNGR1                              | 10808-1-AP (Proteintech)          | 1:2000            |
| IFNGR2                              | 10266-1-AP (Proteintech)          | 1:2000            |
| JAK1                                | 50996S (Cell Signaling)           | 1:1000            |
| P-JAK1                              | #SAB4300123 (Sigma)               | 1:1000            |
| JAK2                                | 3230S (Cell Signaling)            | 1:1000            |
| P-JAK2                              | 3771S (Cell Signaling)            | 1:1000            |
| STAT1                               | 14994S (Cell Signaling)           | 1:1000            |
| P-STAT1                             | 9167S (Cell Signaling)            | 1:1000            |
| STAT3                               | 12640 (Cell Signaling)            | 1:1000            |
| P-STAT3                             | 9131s (Cell Signaling)            | 1:1000            |
| MCTS1                               | 14984-1-AP (Proteintech)          | 1:1000            |
| HA                                  | ab9110 (Abcam)                    | 1:2000            |
| GAPDH                               | 2118S (Cell Signaling)            | 1:5000            |
| Actin                               | 3700S (Cell Signaling)            | 1:5000            |
| 4E-BP1                              | 9644T (Cell Signaling)            | 1:1000            |
| P-4E-BP1                            | 2855T (Cell Signaling)            | 1:1000            |
| EEF2                                | ab75748 (Abcam)                   | 1:1000            |
| P-EEF2                              | ab82981 (Abcam)                   | 1:1000            |
| eIF2 $\alpha$                       | 5324S (Cell Signaling)            | 1:1000            |
| P-eIF2 $\alpha$                     | 3398S (Cell Signaling)            | 1:1000            |
| $\alpha/\beta$ -Tubulin             | 2148S (Cell Signaling)            | 1:5000            |
| Anti-rabbit IgG HRP-linked antibody | 7074P2 (Cell Signaling)           | 1:10000           |
| HRP-conjugate Goat Anti-Mouse IgG   | D110087-0025 (BBI Life Sciences)  | 1:10000           |
| PE anti-mouse CD45.2                | 109808, Clone:104 (BioLegend)     | 1:250             |
| PE/Cy7 anti-mouse CD8a              | 100722, Clone: 53-6.7 (BioLegend) | 1:250             |
| Alexa Fluor 700 anti-mouse CD4      | 100430, Clone: GK1.5 (BioLegend)  | 1:250             |

|                                                    |                                    |        |
|----------------------------------------------------|------------------------------------|--------|
| APC anti-mouse PD-L1                               | 124312, Clone: 10F.9G2 (BioLegend) | 1:250  |
| PE anti-mouse PD-L1                                | 124308, Clone: 10F.9G2 (BioLegend) | 1:250  |
| CellEvent™ Caspase-3/7<br>Green Detection Reagent  | C10740 (ThermoFisher)              | 1:1000 |
| LIVE/DEAD™ Fixable Near-<br>IR Dead Cell Stain Kit | L10119 (ThermoFisher)              | 1:1000 |
| Alexa Fluor 647 anti-P-STAT1                       | 686412, Clone: A15158B (BioLegend) | 1:250  |

**Supplementary Table 2: sgRNA sequence**

| Name             | Sequence              |
|------------------|-----------------------|
| Denr sgRNA1      | GAGAAGAAAAACAAAAAAG   |
| Denr sgRNA2      | ATGTTGCTAAATGTAGACAA  |
| Denr sgRNA3      | TGAAGGCCAAGGACCAGTAG  |
| Jak2 sgRNA       | CATTAGCAAACCTAAAGAAGG |
| Jak1 sgRNA       | CAGGGTGAGCACCTTGGCAG  |
| Stat1 sgRNA      | GTGGCTGGGCGTCTATCCTG  |
| Stat3 sgRNA      | TCTCGTCCACCACCAAGCGG  |
| Control sgRNA    | GCGAGGTATTCGGCTCCGCG  |
| PD-L1 sgRNA1     | GCCTGCTGTCACTTGCTACG  |
| PD-L1 sgRNA2     | AATCAACCAGAGAATTTCCG  |
| Brd2 sgRNA1      | GAATGCAGGGACTTAAGAAG  |
| Brd2 sgRNA2      | CTTATAGAAGGGCCAGGCGT  |
| Ndufa10 sgRNA1   | GGGCTCACCTCATTTTGGGG  |
| Ndufa10 sgRNA2   | ATATAGATGACTGCGTGTGG  |
| Atp5sl sgRNA1    | CTGAGATGTCCAGCCTGCGG  |
| Atp5sl sgRNA2    | AGGTCTCACTCAGATCCTGG  |
| Kat7 sgRNA1      | ATGCCTCAGTACATGCGACA  |
| Kat7 sgRNA2      | AAAGCTTTGCCAAAAGGCAG  |
| Human DENR sgRNA | ATGTTGCTAAATGTAGACAA  |

**Supplementary Table 3: q-RT-PCR Primers**

| Target       | Sequence               |
|--------------|------------------------|
| Jak2 forward | TGGCCTGCCTTACAATGACAG  |
| Jak2 reverse | AAGGACTGGCTCTATCTGCTTC |
| Jak1 forward | GAGGACTGCAATGCCATGGC   |

|                       |                         |
|-----------------------|-------------------------|
| <i>Jak1</i> reverse   | GGGGCTCCCTGTCCAACAGATA  |
| <i>Actb</i> forward   | GGCTGTATTCCCCTCCATCG    |
| <i>Actb</i> reverse   | CCAGTTGGTAACAATGCCATGT  |
| <i>PD-L1</i> forward  | GCTCCAAAGGACTTGTACGTG   |
| <i>PD-L1</i> reverse  | TGATCTGAAGGGCAGCATTTTC  |
| <i>Ifngr1</i> forward | CTGGCAGGATGATTCTGCTGG   |
| <i>Ifngr1</i> reverse | GCATACGACAGGGTTCAAGTTAT |
| <i>NF-κB</i> forward  | AGGCTTCTGGGCCTTATGTG    |
| <i>NF-κB</i> reverse  | TGCTTCTCTCGCCAGGAATAC   |
| <i>Stat1</i> forward  | TCACAGTGGTTCGAGCTTCAG   |
| <i>Stat1</i> reverse  | GCAAACGAGACATCATAGGCA   |
| EGFP forward          | ATGAAGCAGCACGACTTCTTCAA |
| EGFP reverse          | GACGTTGTGGCTGTTGTAGTTGT |
| <i>Gapdh</i> forward  | AGGTCGGTGTGAACGGATTTG   |
| <i>Gapdh</i> reverse  | TGTAGACCATGTAGTTGAGGTCA |

## 2. Supplementary Figures

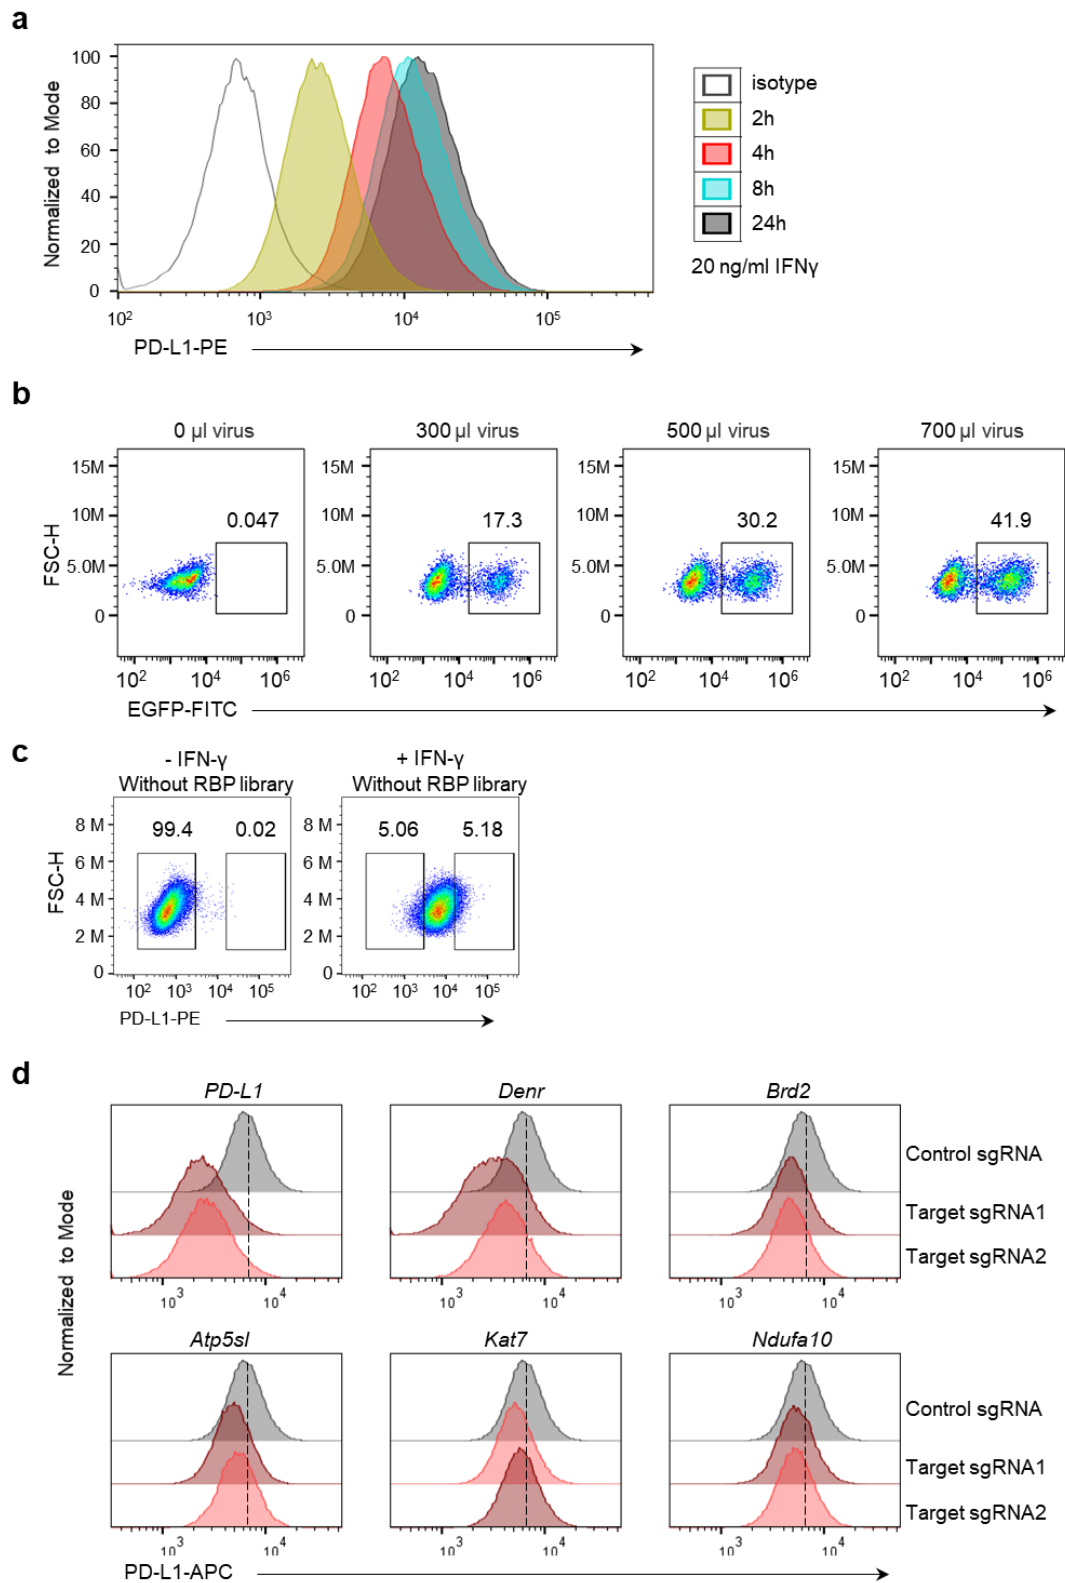

**Supplementary Figure 1. PD-L1 expression of candidate KO cells.**

**a** Flow cytometric analysis of PD-L1 expression on RAW264.7 cells treated with the indicated times of IFN $\gamma$ . An IFN $\gamma$  concentration of 20ng/ml for 4 h was chosen for the subsequent genetic screen, to allow identification of genes that either enhance or suppress PD-L1 expression. The experiment was repeated independently two times with similar results.

**b** The multiplicity of infection in RAW264.7 cells was tested with the EGFP-sgRNA plasmid. The experiment was repeated independently two times with similar results.

**c** Flow cytometric analysis of surface PD-L1 levels in RAW264.7 Cas9 expression cells without RBP sgRNAs library transfection.  $\pm$  IFN $\gamma$  (20 ng/ml) for 4 h. The experiment was repeated independently three times with similar results.

**d** Flow cytometric analysis of surface PD-L1 levels in RAW264.7 Cas9 expression cells transfected with identified top candidate sgRNAs, + IFN $\gamma$  (20 ng/ml) for 8 h. The experiment was repeated independently two times with similar results. Source data are provided as a Source Data file.

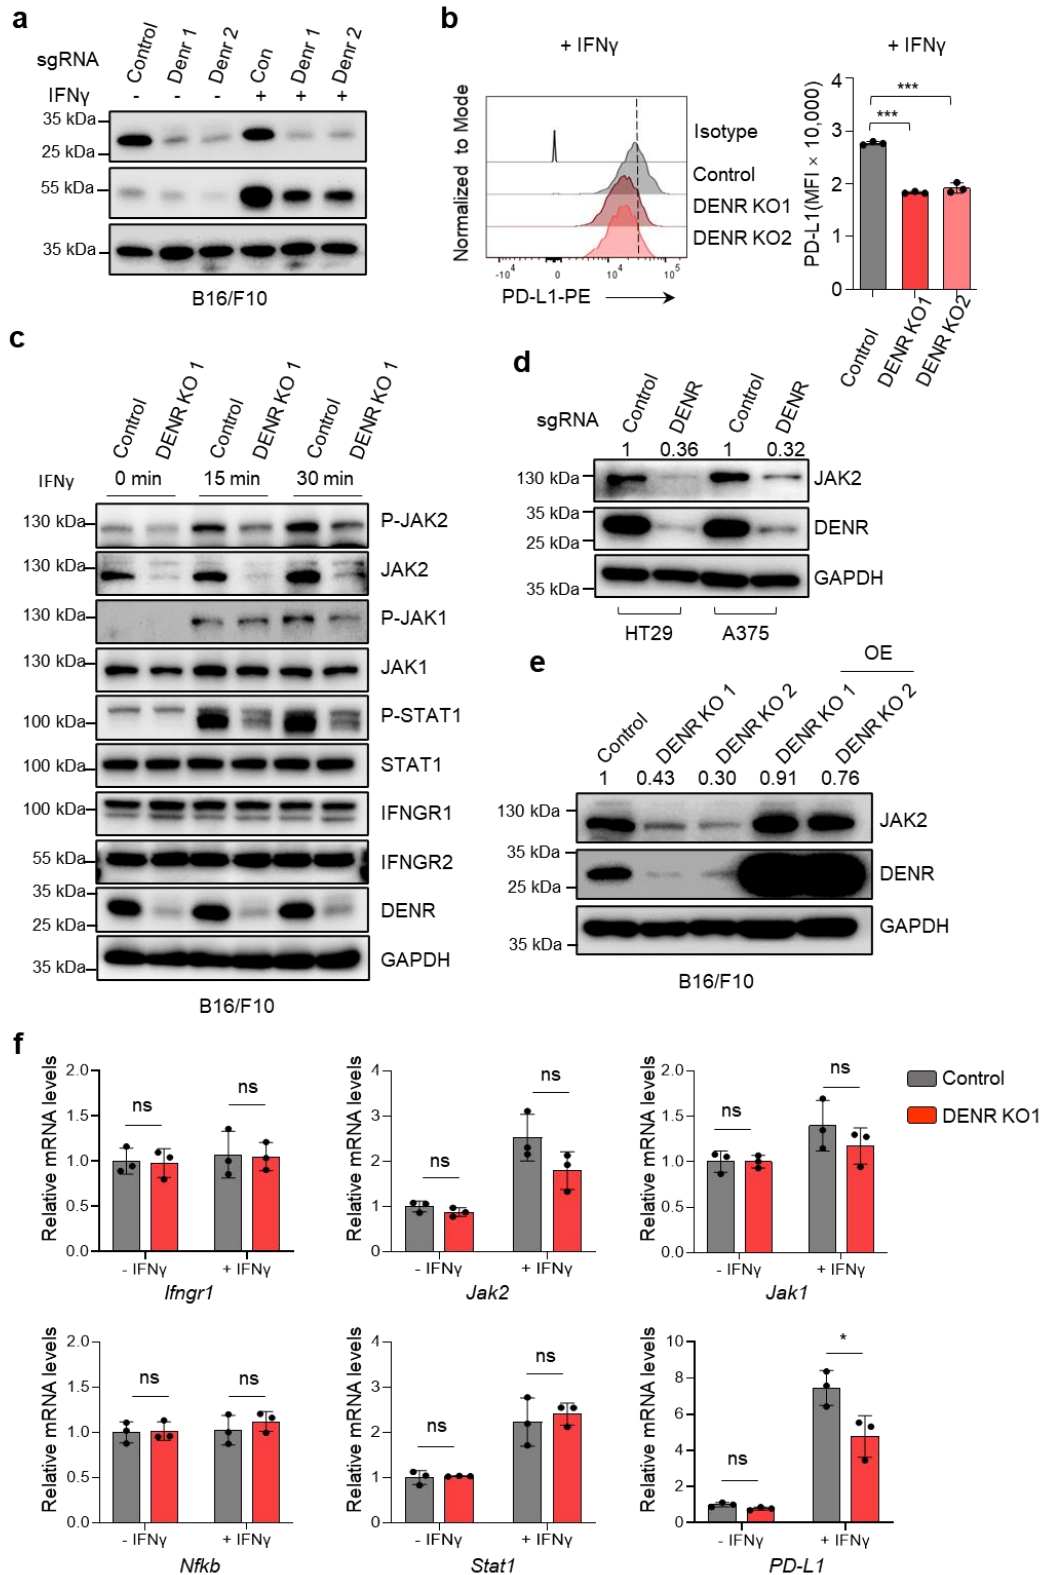

**Supplementary Figure 2. DENR depletion of B16/F10 cells.**

**a** Western blotting validation of DENR knockout and PD-L1 expression with two specific sgRNAs in B16/F10 cells,  $\pm$  IFN $\gamma$  (20 ng/ml) for 24 h. The experiment was repeated independently three times with similar results.

**b** Surface PD-L1 levels were analyzed by FACS in DENR and PD-L1 KO cells, + IFN $\gamma$  (20 ng/ml) for 24 h (n = 3 independent samples). Results are representative of three biological replicates. Three technical replicates are shown. Data are presented as mean values  $\pm$  SD. Two-sided, one-way ANOVA with Dunnett's post hoc test: \*\*\*  $p < 0.001$ .  $p$  values from left to right:  $< 0.0001$ ,  $< 0.0001$ .

**c** Western blotting analysis of JAK1/p-JAK1, JAK2/p-JAK2, STAT1/p-STAT1, IFNGR1, and IFNGR2 in control or DENR KO B16/F10 cells. The experiment was repeated independently three times with similar results.

**d** Western blotting analysis of JAK2 in control or DENR KO cells of human colon carcinoma cell line HT29 and human melanoma cell line A375. The density of JAK2 bands were measured by normalizing to GAPDH by ImageJ. The experiment was repeated independently three times with similar results.

**e** sgRNA-resistance DENR cDNA expression vector was overexpressed in DENR KO B16/F10 cells, protein levels of JAK2 and DENR were measured 48 h later by western blotting. The density of JAK2 bands were quantified by normalizing to GAPDH by ImageJ. The experiment was repeated independently three times with similar results.

**f** RT-qPCR analysis of IFN $\gamma$  signaling pathway in control and DENR KO B16/F10 cells,  $\pm$  IFN $\gamma$  (20 ng/ml) for 4 h (n = 3 biologically independent samples). Data are presented as mean values  $\pm$  SD, unpaired two-tailed Student's t-test: ns, no significant, \*  $p < 0.05$ .  $p$  values from left to right: 0.8735, 0.9031, 0.2253, 0.1294, 0.9982, 0.3188, 0.8922, 0.4489, 0.7337, 0.6297, 0.0704, 0.0364. Source data are provided as a Source Data file.

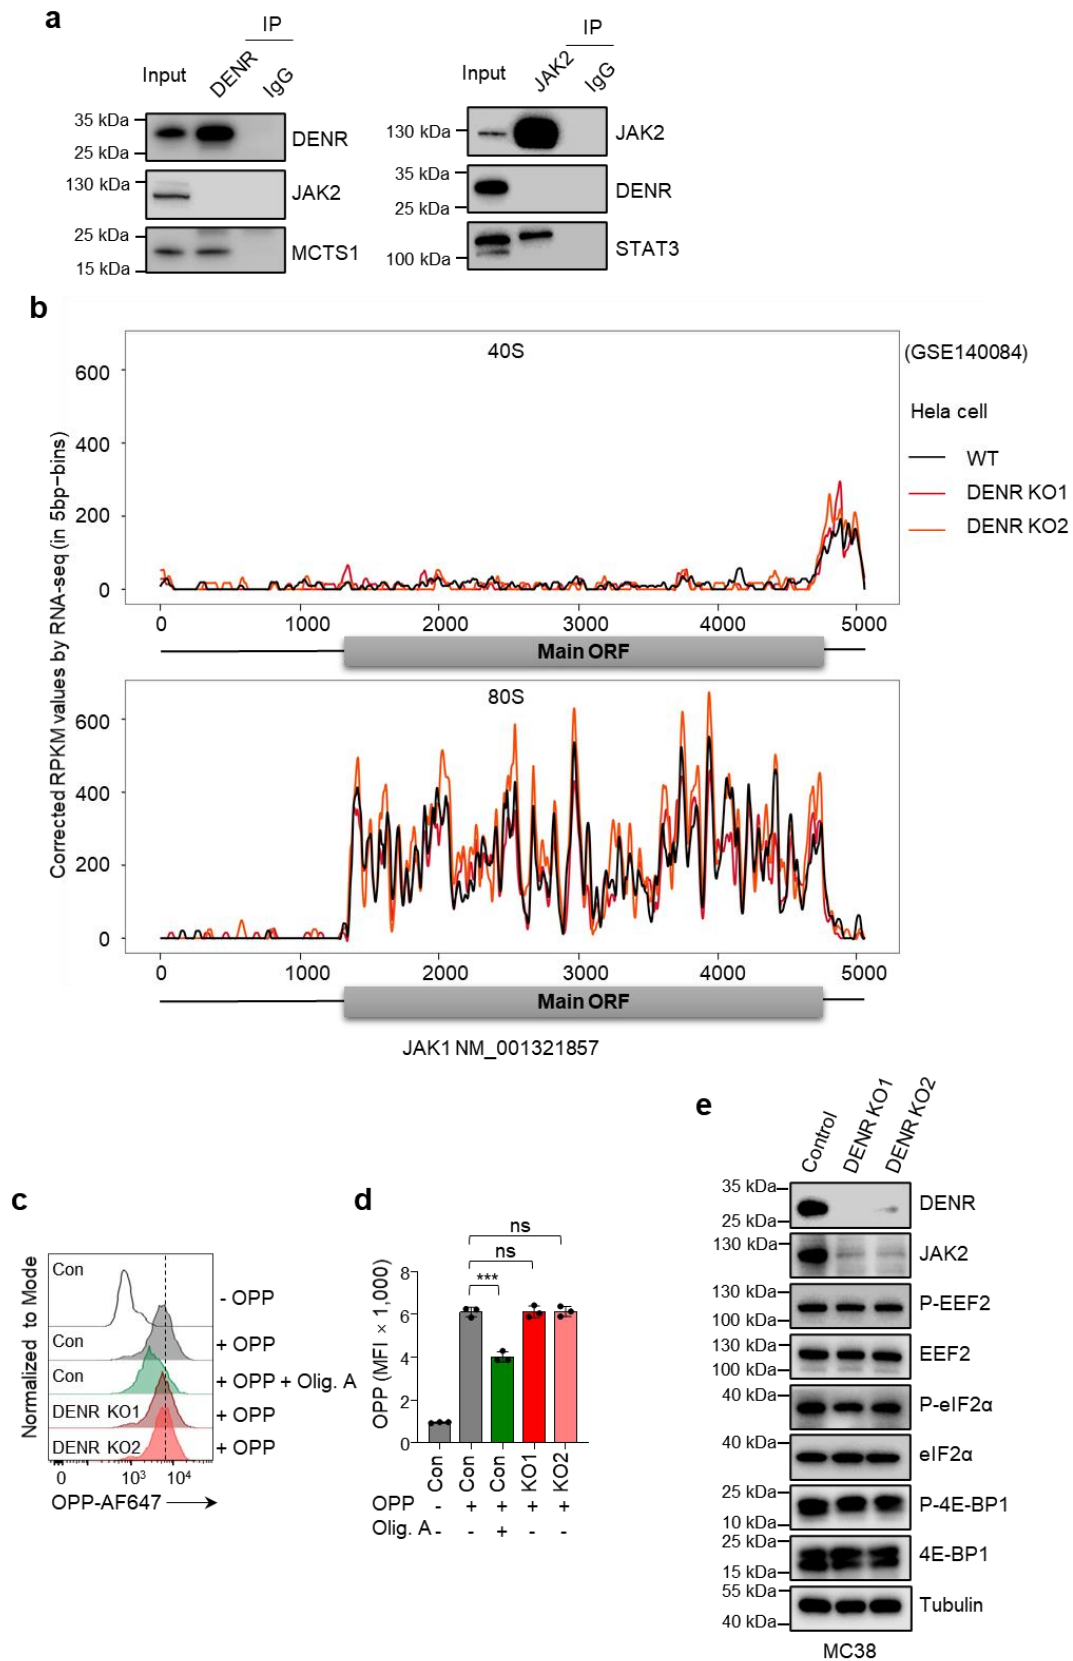

**Supplementary Figure 3. DENR depletion does not effect on global translation.**

**a** Anti-DENR or anti-JAK2 immunoprecipitation of MC38 cells. The experiment was

repeated independently three times with similar results.

**b** 40S and 80S ribosome occupancy of *JAK1* mRNA transcripts in DENR KO versus WT HeLa cells.

**c, d** DENR was knocked out in MC38 cells by the LentiCRISPR v2-Blast. The OP-puro fluorescence was detected in control and DENR KO cells after labeling with OP-puro for 30 min (n = 3 independent samples). Oligomycin A (3 ng/ml) was added for 3 hours before OP-puro to suppress the activity of translation as a positive control. Results are representative of three biological replicates. Three technical replicates are shown. Data are presented as mean values  $\pm$  SD. Two-sided, one-way ANOVA with Dunnett's post hoc test: ns, no significant, \*\*\*  $p < 0.001$ .  $p$  values from left to right:  $< 0.0001$ ,  $< 0.0001$ ,  $> 0.9999$ ,  $0.9993$ .

**e** Western blotting analysis of the phosphorylation status of eIF2 $\alpha$ , 4EBP1, eEF2 in the control and DENR KO MC38 cells. The experiment was repeated independently three times with similar results. Source data are provided as a Source Data file.

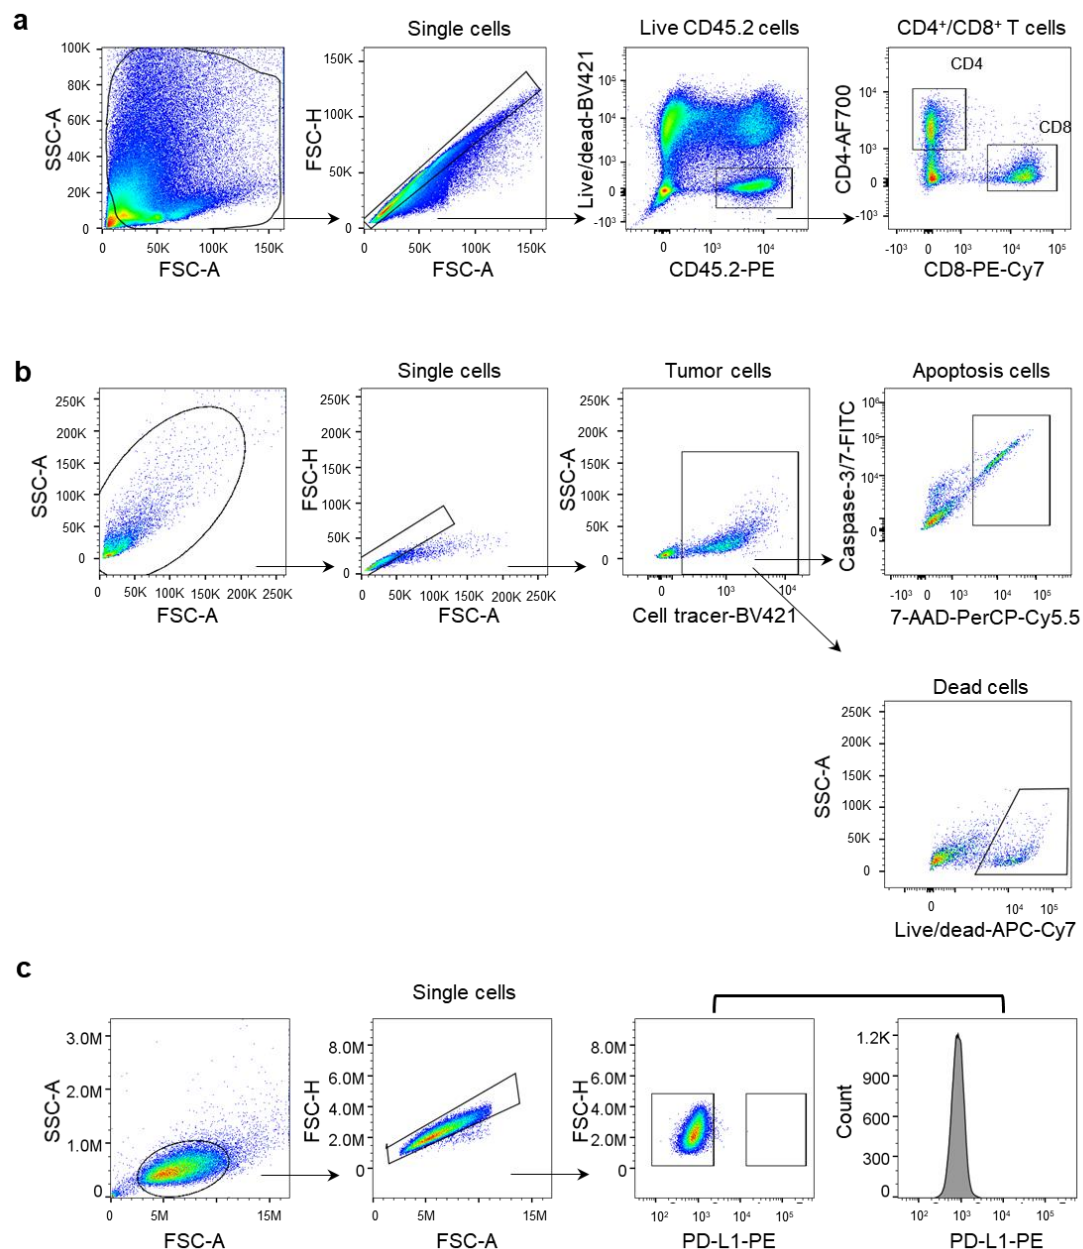

**Supplementary Figure 4. Flow cytometry gating strategies used in the study.**

**a** Gating strategy as shown in Figure 6f. Isolated cells in tumor tissues were gated for single live CD45<sup>+</sup> cells. CD4<sup>+</sup> and CD8<sup>+</sup> T cells were identified from live CD45<sup>+</sup> T cells

**b** Gating strategy for apoptosis or dead tumor cells from co-cultured CD8<sup>+</sup> T cells as shown in Figure 7a Supplementary Figure 5e.

**c** Gating strategy for PD-L1 expression in this study and CRISPR screening as shown in Figure 1b, 1e, 2b, 3e, Supplementary Figure 2b. Source data are provided as a Source Data file.

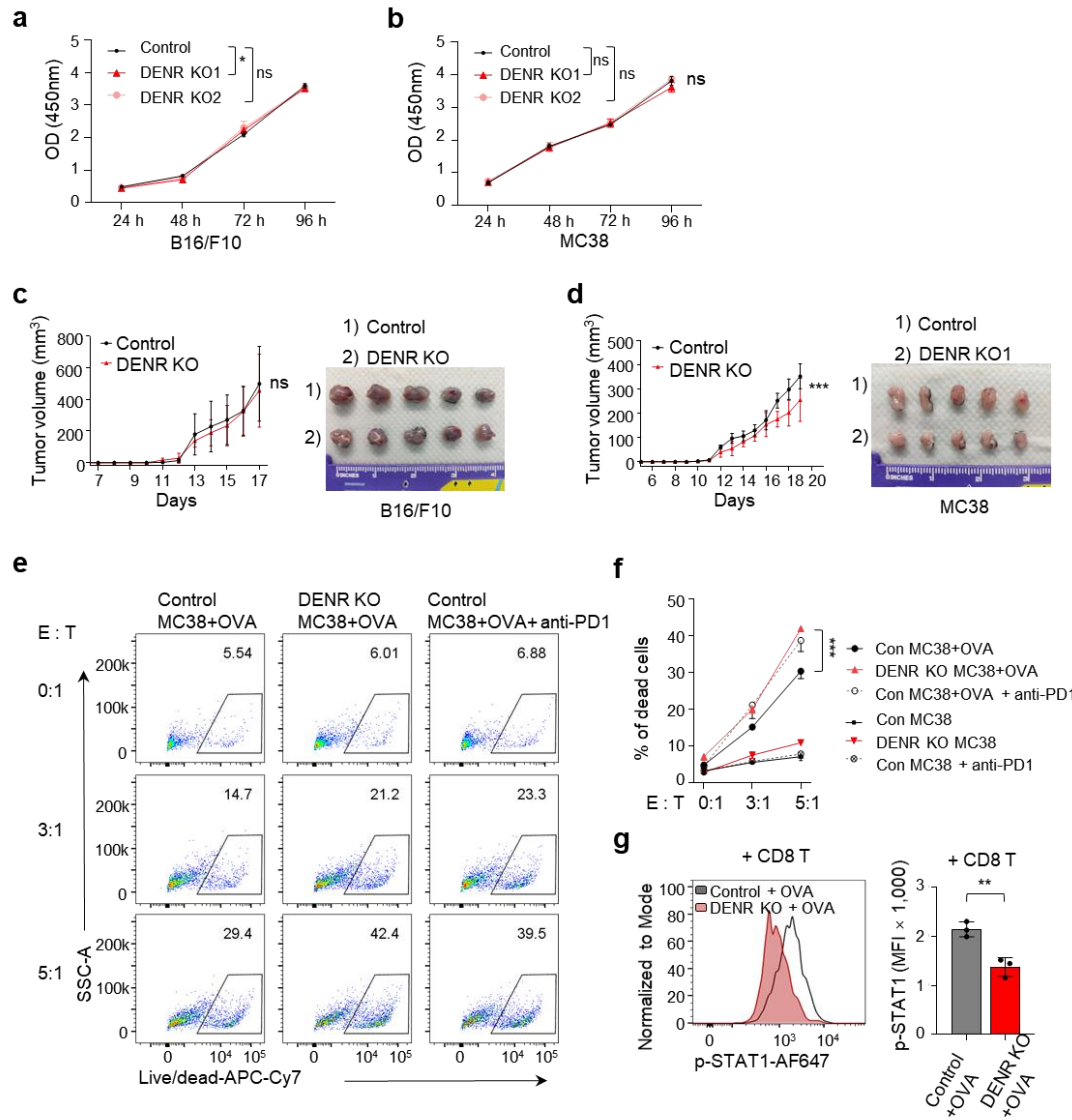

**Supplementary Figure 5. DENR depletion does not strongly suppress the tumor growth in immunodeficiency mice.**

**a, b** CCK8 assay was performed in control or DENR KO cells, 500 B16/F10 cells or 1,000 MC38 cells were culture in 96-wells plate, the OD (450nm) values were measured at the indicated time point (n = 3 independent samples). Results are representative of three biological replicates. Three technical replicates are shown. Data are presented as mean values  $\pm$  SD, two-way ANOVA test: ns, no significant, \*  $p < 0.05$ .  $p$  values from left to right: 0.0185, 0.0563, 0.0946, 0.7555.

**c, d** Female RAG1<sup>-/-</sup> mice (6-8 weeks) were given  $1 \times 10^5$  control or DENR KO cells, and tumors were measured every day (n = 5 mice). Tumor growth is representative of two independent experiments, with at least four mice per group. Data are presented as mean values  $\pm$  SD, two-way ANOVA test: ns, no significant, \*\*\*  $p < 0.001$ .  $p$  values from left to right:  $> 0.9999$ ,  $< 0.0001$ .

**e, f** Control or DENR KO MC38 cells with or without expression OVA were co-cultured with OT-1 CD8<sup>+</sup> T cells at an effector to target ratio of 0:1, 3:1 or 5:1 for 16 h; anti-PD-1 (10 µg/ml) was added as a positive control. The global cell death was gated as in **e** and quantified as in **f**. The apoptosis cells were measured by flow cytometry (n = 3 independent samples). Results are representative of three biological replicates. Three technical replicates are shown. Data are presented as mean values ± SD, unpaired two-tailed Student's t-test at E : T = 5:1 : \*\*\*  $p < 0.001$ .  $p = 0.0007$ .

**g** Control or DENR KO MC38 cells with expression OVA were incubated with OT-1 CD8<sup>+</sup> T cells at an effector to target ratio of 3:1 for 3 h and intracellular p-STAT1 was measured by flow cytometry (n = 3 independent samples). Results are representative of three biological replicates. Three technical replicates are shown. Data are presented as mean values ± SD, unpaired two-tailed Student's t-test: \*\*  $p < 0.01$ .  $p = 0.0056$ . Source data are provided as a Source Data file.

**Supplementary Figure 2a**

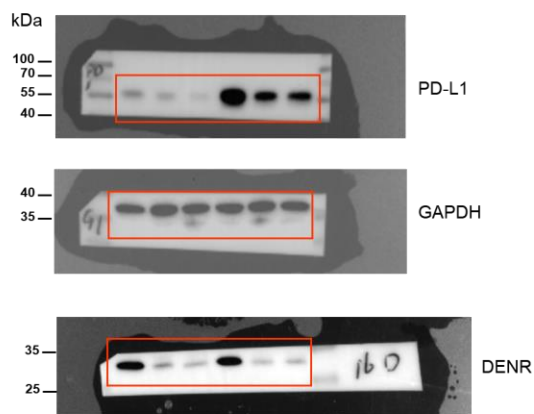

**Supplementary Figure 2c**

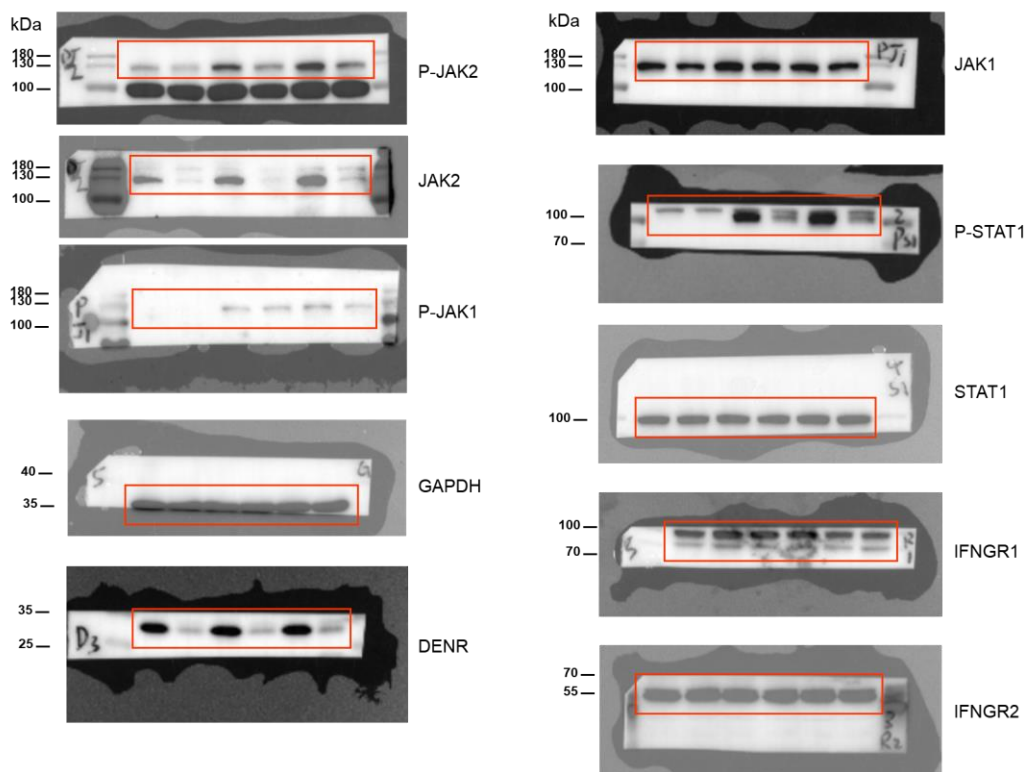

**Supplementary Figure 2d**

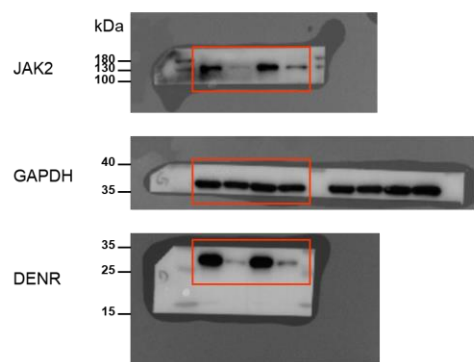

**Supplementary Figure 2e**

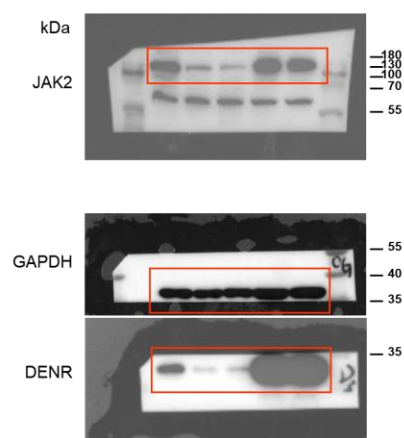

**Supplementary Figure 3a**

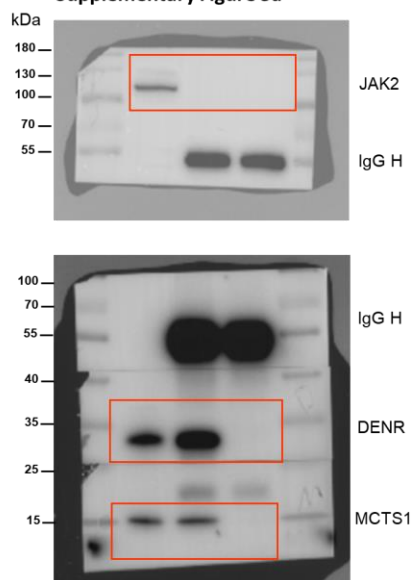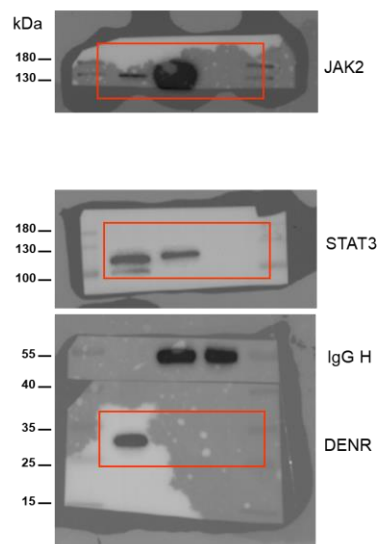

**Supplementary Figure 3e**

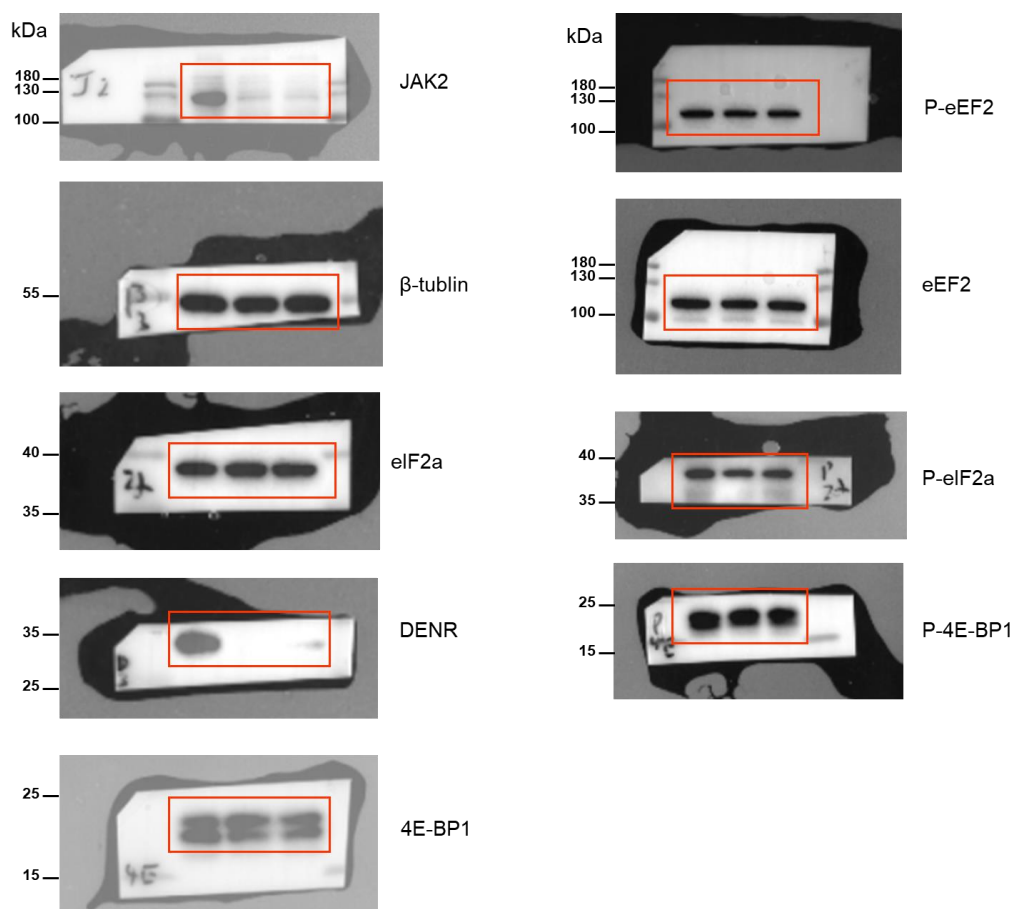

**Supplementary Figure 6. Uncropped blots. Related to Supplementary Figures 2, 3.**

# Supplementary material for: DENR controls JAK2 translation to induce PD-L1 expression for tumor immune evasion
**Source:** Nat Commun. 2022 Apr 19;13:2059. doi: 10.1038/s41467-022-29754-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Raw data were analyzed by FlowJo V10 for flow cytometric data, by ImageJ 1.52a for immunofluorescence, by HiSeq 2000 System for RNA-seq data, by Survminer\_0.4.9 package for survival information.

Data analysis Statistical analyses were performed with Graphpad Prism 8.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The accession number for the RNA-seq is GSE183980 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183980>], and for CRISPR screen is GSE184048 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184048>]. For GSEA analysis the gene set "c2.all.v7.5" was downloaded from the MSigDB database [<http://www.gsea-msigdb.org/gsea/index.jsp>]. All other remaining data are available within the Article and Supplementary Files.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size is indicated in the figure legend for each experiments. No sample size calculation was done either for in vivo or in vitro studies. For in vivo studies, n=5 mice per group is sufficient to detect meaningful biological differences with good reproducibility. For cell-based in vitro experiments, results of two or three independent biological replicates were used. |
| Data exclusions | No data were excluded in this study.                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | Data shown are representative results of at least two independent experiments with similar results. Consistent difference (or no difference) was observed, as indicated by the average value of each group. All attempts at replication were successful.                                                                                                                               |
| Randomization   | Mice were randomly allocated into each group. For cell-based experiments, samples were randomly allocated to each group, and subsequently handled and processed identically.                                                                                                                                                                                                           |
| Blinding        | Data were collected by the same person carrying out the experiments. Three major authors worked individually and collaboratively on the project. Therefore, the data were not collected in a blinded manner.                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | DENR 10656-1-AP (Proteintech), PD-L1 ab213480 (Abcam), IFNGR1 10808-1-AP (Proteintech), IFNGR2 10266-1-AP (Proteintech), JAK1 50996S (Cell Signaling), P-JAK1 #ASB4300123 (Sigma), JAK2 3230S (Cell Signaling), P-JAK2 3771S (Cell Signaling), STAT1 14994S (Cell Signaling), P-STAT1 9167S (Cell Signaling), STAT3 12640 (Cell Signaling), P-STAT3 9131s (Cell Signaling), MCTS1 14984-1-AP (Proteintech), HA ab9110 (Abcam), GAPDH 2118S (Cell Signaling), Actin 3700S (Cell Signaling), 4E-BP1 9644T (Cell Signaling), P-4E-BP1 2855T (Cell Signaling), EEF2 ab75748 (Abcam), P-EEF2 ab82981 (Abcam), eIF2α 5324S (Cell Signaling), P-eIF2α 3398S (Cell Signaling), α/β-Tubulin 2148S (Cell Signaling), Anti-rabbit IgG HRP-linked antibody 7074P2 (Cell Signaling), HRP-conjugate Goat Anti-Mouse IgG, D110087-0025 (BBI Life Sciences), PE anti-mouse CD45.2 Clone:104 (BioLegend), PE/Cy7 anti-mouse CD8a Clone: 53-6.7 (BioLegend), Alexa Fluor 700 anti-mouse CD4 Clone: GK1.5 (BioLegend), APC anti-mouse PD-L1 Clone: 10F.9G2 (BioLegend), PE anti-mouse PD-L1, Clone: 10F.9G2 (BioLegend), CellEvent™ Caspase-3/7 Green Detection Reagent C10740 (ThermoFisher), LIVE/DEAD™ Fixable Near-IR, Dead Cell Stain Kit L10119 (ThermoFisher), Alexa Fluor 647 anti-P-STAT1 Clone: A15158B (BioLegend). |
| Validation      | All the primary antibodies used in this study have been validated in mouse for WB or FACS by the manufactures. The primary antibodies of PD-L1, JAK1, JAK2, STAT1, STAT3, DENR has been validated by knock out cell lines in the study.<br>DENR Polyclonal antibody, Reactivity: Human, Mouse, Rat. Applications: WB, IF. [https://www.ptglab.com/products/DENR-Antibody-10656-1-AP.htm].PMID: 33752661<br>Anti-PD-L1, Reactivity: Mouse. Applications: ICC/IF, IP, WB. [https://www.abcam.cn/pd-l1-antibody-epr20529-ab213480.html].PMID: 33390170<br>IFNGR1 Polyclonal antibody, Reactivity: Human, Mouse. Applications: WB, IP, IHC, FC, ELISA. [https://www.ptglab.com/products/IFNGR1-Antibody-10808-1-AP.htm].PMID: 28174303                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

IFNGR2 Polyclonal antibody, Reactivity: Human, Mouse. Applications: WB, IP, IHC, FC, ELISA. [https://www.ptglab.com/products/IFNGR2-Antibody-10266-1-AP.htm]. Pubmed ID: 28562647

JAK1, Reactivity: Human, Mouse, Rat. Applications: WB, IP. [https://www.cellsignal.com/products/primary-antibodies/jak1-d1t6w-mouse-mab/50996?site-search-type=Products&N=4294956287&Ntt=50996s&fromPage=plp&\_requestid=4426936&country=USA]. PMID: 35024200

p-JAK1, Reactivity: Human, Mouse, Rat. Applications: WB, IHC. [https://www.sigmaaldrich.cn/CN/en/specification-sheet/SIGMA/SAB4300123]. PMID: 29055957

JAK2, Reactivity: Human, Mouse, Rat. Applications: WB, IP, IF. [https://www.cellsignal.com/products/primary-antibodies/jak2-d2e12-xp-rabbit-mab/3230?site-search-type=Products&N=4294956287&Ntt=3230s&fromPage=plp&\_requestid=4281351]. PMID: 34738622

p-JAK2, Reactivity: Human, Mouse. Applications: WB, IP. [https://www.cellsignal.com/products/primary-antibodies/phospho-jak2-tyr1007-1008-antibody/3771?\_=1647928802873&Ntt=3771S&tahead=true]. PMID: 34725437

STAT1, Reactivity: Human, Mouse. Applications: WB, IP, IHC, IF, F, ChIP. [https://www.cellsignal.com/products/primary-antibodies/stat1-d1k9y-rabbit-mab/14994?site-search-type=Products&N=4294956287&Ntt=14994s&fromPage=plp&\_requestid=4282524]. PMID: 34420035

p-STAT1, Reactivity: Human, Mouse. Applications: WB, IP, IHC, IF, F, ChIP. [https://www.cellsignal.com/products/primary-antibodies/phospho-stat1-tyr701-58d6-rabbit-mab/9167?site-search-type=Products&N=4294956287&Ntt=9167s&fromPage=plp&\_requestid=4282862]. PMID: 34992585

STAT3, Reactivity: Human, Mouse, Rat, Monkey. Applications: WB, IP, IF, F, ChIP. [https://www.cellsignal.com/products/primary-antibodies/stat3-d3z2g-rabbit-mab/12640]. PMID: 34976194

p-STAT3, Reactivity: Human, Mouse, Rat, Monkey. Applications: WB, IP, ChIP. [https://www.cellsignal.com/products/primary-antibodies/phospho-stat3-tyr705-antibody/9131?site-search-type=Products&N=4294956287&Ntt=9131s&fromPage=plp&\_requestid=4284734]. PMID: 34990523

MCTS1, Reactivity: Human, Mouse, Rat. Applications: WB, ELISA. [https://www.ptglab.com/products/MCTS1-Antibody-14984-1-AP.htm].

Anti-HA tag, Reactivity: Species independent. Applications: ChIP, IP, ELISA, WB, ICC/IF, Flow Cyt. [https://www.abcam.cn/ha-tag-antibody-chip-grade-ab9110.html]. PMID: 32077934

GAPDH, Reactivity: Human, Mouse, Rat, Monkey, Bovine, Pig. Applications: WB, IHC, IF, F. [https://www.cellsignal.com/products/primary-antibodies/gapdh-14c10-rabbit-mab/2118?site-search-type=Products&N=4294956287&Ntt=2118s&fromPage=plp&\_requestid=4303749]. PMID: 35024243

Actin, Reactivity: Human, Mouse, Rat, Hamster, Monkey, Dog. Applications: WB, IHC, IF, F. [https://www.cellsignal.com/products/primary-antibodies/b-actin-8h10d10-mouse-mab/3700?site-search-type=Products&N=4294956287&Ntt=3700s+&fromPage=plp&\_requestid=4304427]. PMID: 34977268

4E-BP1, Reactivity: Human, Mouse, Rat, Monkey. Applications: WB, IP, IHC, IF, F. [https://www.cellsignal.com/products/primary-antibodies/4e-bp1-53h11-rabbit-mab/9644?site-search-type=Products&N=4294956287&Ntt=9644t&fromPage=plp&\_requestid=4305210]. PMID: 35005567

p-4E-BP1, Reactivity: Human, Mouse, Rat, Monkey, D. melanogaster. Applications: WB, IHC, IF, F. [https://www.cellsignal.com/products/primary-antibodies/phospho-4e-bp1-thr37-46-236b4-rabbit-mab/2855?site-search-type=Products&N=4294956287&Ntt=2855t&fromPage=plp&\_requestid=4305806]. PMID: 34977433

EEF2, Reactivity: Mouse, Rat, Human. Applications: Flow Cyt (Intra), WB, IP, IHC-P, ICC/IF. [https://www.abcam.cn/eef2elongation-factor-2-antibody-ep880y-ab75748.html]. PMID: 32899302

p-EEF2, Reactivity: Human. Predictions can be used to Mouse, Rat. Applications: WB. [https://www.abcam.cn/eef2elongation-factor-2-phospho-t56--t58-antibody-ep833y-ab82981.html]. PMID: 31619542

eIF2 $\alpha$ , Reactivity: Human, Mouse, Rat, Monkey. Applications: WB, IP, IHC. [https://www.cellsignal.com/products/primary-antibodies/eif2a-d7d3-xp-rabbit-mab/5324?site-search-type=Products&N=4294956287&Ntt=5324s&fromPage=plp&\_requestid=4308917]. PMID: 35013318

p-eIF2 $\alpha$ , Reactivity: Human, Mouse, Rat, Monkey, D. melanogaster. Applications: WB, IP, IHC. [https://www.cellsignal.com/products/primary-antibodies/phospho-eif2a-ser51-d9g8-xp-rabbit-mab/3398?site-search-type=Products&N=4294956287&Ntt=3398s&fromPage=plp&\_requestid=4309468]. PMID: 34977370

$\alpha$ / $\beta$ -Tubulin, Reactivity: Human, Mouse, Rat, Monkey, Zebrafish, Bovine. Applications: WB, IF, F, IHC. [https://www.cellsignal.com/products/primary-antibodies/a-b-tubulin-antibody/2148?site-search-type=Products&N=4294956287&Ntt=2148s&fromPage=plp&\_requestid=4309838]. PMID: 35003516

PE anti-mouse CD45.2, Reactivity: Mouse. Application: FC. [https://www.biolegend.com/en-us/products/pe-anti-mouse-cd45-2-antibody-7]. PMID: 32579887

PE/Cy7 anti-mouse CD8a, Reactivity: Mouse. Application: FC. [https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd8a-antibody-1906]. PMID: 26728942

Alexa Fluor 700 anti-mouse CD4, Reactivity: Mouse. Application: FC. [https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-cd4-antibody-3385]. PMID: 30455700

APC anti-mouse PD-L1, Reactivity: Mouse. Application: FC. [https://www.biolegend.com/en-us/products/apc-anti-mouse-cd274-b7-h1-pd-l1-antibody-6655]. PMID: 29548673

PE anti-mouse PD-L1, Reactivity: Mouse. Application: FC. [https://www.biolegend.com/en-us/products/pe-anti-mouse-cd274-b7-h1-pd-l1-antibody-4497]. PMID: 31851488

Alexa Fluor 647 anti-P-STAT1, Reactivity: Mouse. Application: ICFC. [https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-stat1-phospho-ser727-antibody-14229]. PMID: 32853638

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

HEK293T, RAW264.7, MC38, B16/F10, HT29 and A375 cells were from American Type Culture Collection (ATCC).

|                                                                      |                                                                                                                        |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------|
| Authentication                                                       | No authentication was carried out. Cell morphology and behavior such as tumor growth was consistent with expectations. |
| Mycoplasma contamination                                             | Cell lines were tested negative for mycoplasma contamination.                                                          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No misidentified lines were used.                                                                                      |

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                            |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Female WT or RAG1-/- C57BL/6 mice (6-8 weeks) were purchased from Shanghai Model Organisms Center.                                                         |
| Wild animals            | The study did not involve wild animals.                                                                                                                    |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                |
| Ethics oversight        | The animals were maintained in specific-pathogen-free facilities and used according to protocols approved by Animal Care and Use Committees of the SJTUSM. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                                                                                                                                                                                                                    |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | Tumors were cut into small pieces before digested in RPMI-1640 medium with 1 mg/ml -type IV collagenase and 100 ug/ml DNase I. After digestion, tissues were passed through a 70 um cell strainer to make single cell, suspensions. Then cells were incubated with antibodies for 30 min. After washed, samples were analyzed on a flow cytometer. |
| Instrument                                                                                                                                                | BD LSRFortessa X-20 or Accuri C6 Plus.                                                                                                                                                                                                                                                                                                             |
| Software                                                                                                                                                  | FlowJo v10                                                                                                                                                                                                                                                                                                                                         |
| Cell population abundance                                                                                                                                 | For MACS sorting, post-sort cells were at least 95% pure for CD8 T cells.                                                                                                                                                                                                                                                                          |
| Gating strategy                                                                                                                                           | FSC/SSC were gated based on cell sizes. Posive/negative boundaries were determined by comparing with an FMO (fluorescent minus one) control. A sample gating strategy is provided in supplementary figure.                                                                                                                                         |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                                                                                                                    |

# Supplementary material for: DENR controls JAK2 translation to induce PD-L1 expression for tumor immune evasion
**Source:** Nat Commun. 2022 Apr 19;13:2059. doi: 10.1038/s41467-022-29754-y
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Title: Supplementary Data 1.

Description: sgRNA sequences used in CRISPR screen.

How the deposited data were processed for this re-analysis (not part of the article)

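RNA-seq was made from MC38 cells, a murine colon adenocarcinoma line, in 4 groups of 2 independent samples: control and DENR KO cells, each with 20 ng/ml IFNγ for 4 h or untreated. The paper's text describes the IFNγ-treated samples only. mRNA was selected with poly-T beads, and libraries were made and sequenced by a company as 150 bp paired ends. The methods name the NovaSeq and the reporting summary names a HiSeq instrument. The 2 DENR KO samples are numbered in their labels, and whether they come from 2 sgRNAs or from 2 cultures of 1 line was not settled.

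The authors deposited 2 tables, 1 for each treatment. Each holds, for every gene, a normalized signal per sample, which is the read count divided by 1 size factor for the sample and which is called a normalized count here, the mean of each group, the log2 fold change of DENR KO over control, and the p-value and adjusted p-value of the authors' comparison. The deposited tables are in GRCm38 coordinates with alternate scaffolds, and they include loci without a gene name. The aligner, the counting program, their versions and the handling of strand are not named in the paper's text, so reads of overlapping, antisense and near-identical genes may have been divided in ways that cannot be checked here. The tables were normalized separately, so levels were tested only within a table. A level set across the tables, such as the ratio of control cells with IFNγ to untreated control cells, is a description, while the difference of the DENR KO effect between the tables is free of the scale of each.

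In every sample, 100% of the values were whole multiples of the smallest value, so the read counts behind the authors' normalized values could be recovered. The size factors recovered in this way differed from those of DESeq2 by at most 4.0e-10, and the log2 fold changes of DESeq2 differed from the deposited ones by at most 5.5e-05. Reads on genes came to 17369020 and 17733205 (control) and 17984061 and 18083259 (DENR KO) with IFNγ, and to 17932340 and 17538673 (control) and 18396306 and 18403790 (DENR KO) untreated. The 10 most abundant genes held between 4.10% and 4.45% of the reads of a sample. Each group has 2 samples. Counting error limits genes with few reads. For the other genes it was not compared with the limit set by the number of samples.

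The tests had been planned for read counts. Because the deposited unit is a normalized signal, the test written for that case was used: limma (version 3.58.1, R version 4.3.3) with an intensity trend and robust variance moderation on log2(value + 1), over genes with a mean of at least 10 in the 4 samples of a table, with Benjamini-Hochberg adjustment. That left 13928 of 22142 genes with IFNγ and 13998 of 22288 untreated. A gene was counted as changed with an adjusted p-value under 0.05 and a log2 fold change beyond 0.5. The difference of the DENR KO effect between treatments was tested as an interaction over all 8 samples on the 20432 genes in both tables, 13998 of which passed the filter, at an adjusted p-value under 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of genes with low values. The count tests DESeq2 (version 1.42.0) and edgeR (version 4.0.16) were run on the recovered reads as alternatives.

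The genes named were those the paper names and, by a rule set before the data were examined, the 5 highest and 5 lowest changed genes of each table with a gene name, a mean of at least 100 and no overlap between the groups, and the 5 genes with the smallest adjusted p-value in the interaction. Some genes chosen in this way are not reported here. Of 10 gene lists, 6 were written from general knowledge (IFNγ-induced genes, JAK-STAT pathway genes, NF-κB targets, type I interferon-stimulated genes, ATF4 targets and cholesterol synthesis), the first of them after part of the Source Data for Fig. 2d had been read, 1 holds the positive controls of the paper's CRISPR screen, and 3 are Reactome sets distributed with fgsea (version 1.28.0) for IFNγ signaling, IFNα and IFNβ signaling and PD-1 signaling. The lists share genes, for example 14 between the IFNγ-induced genes and Reactome IFNγ signaling. They were tested with camera at a preset correlation of 0.01, beside fry and camera with an estimated correlation. The KEGG and MSigDB sets of the paper were not used here. The 5ʹ UTRs were read from the GENCODE annotation and transcripts of GRCm38. A start-stop uORF is an ATG followed at once by a stop codon inside the 5ʹ UTR.

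Each test was first tested on simulated data. Counts were drawn from the means and library sizes of the real samples, with a change of 1 on the log2 scale, up or down, in 200 genes. Smaller changes of single genes were not simulated. The limma test found 149 of the 191 changed genes that passed its filter with 6 false calls among 155, edgeR 151 of 195, DESeq2 132 of 200, and the interaction 131 of 196. A planted list of 40 genes had a camera p-value of 1.1e-46 and a fry p-value of 0.0026, and an unchanged list of 40 genes had 0.62 and 0.72.

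The alternatives set before the data were examined were other thresholds, other scalings (upper quartile and median centring), DESeq2 and edgeR, other filters on low values, pseudocounts of 0.1 and 10, all 8 samples in 1 fit, the replicate number as a block, other list tests, and each sample left out in turn, which leaves 1 sample in a group and so gives values without a test. The copy of the Source Data for Fig. 2d used here holds 1998 of 22142 genes, and only single values were read from it. The paper's CRISPR screen, ribosome profiling, western blots and tumor experiments were not analysed here.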

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

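Of the tests below, those of scaling, of alternate scaffolds, of a lower exposure to IFNγ and of other differences between the cell lines were chosen only after the result was seen, and the simulation of shared controls took its present form after the medians with separate controls had been seen.

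The effect of DENR KO differed between IFNγ-treated and untreated cells. In the interaction test over all 8 samples, 60 genes had a lower and 3 a higher DENR KO effect with IFNγ than without it, of 13998 genes tested. At an unadjusted p-value under 0.05 the numbers were 454 and 350. Of the 132 genes that were lower with IFNγ and are in both tables, 40 passed the interaction test, and for the other genes a difference between treatments was not shown. Cxcl10 had a difference of −1.18 on the log2 scale (adjusted p = 1.8e-06 from limma), from −1.22 with IFNγ against −0.04 untreated. For Wars the difference was −0.94 (adjusted p = 6.9e-07 from limma), for Igtp −1.06 (2.5e-05), for Cep85 −0.83 (6.4e-06) and for Tubb3 −0.69 (6.4e-06). Each of these 5 genes was lower in both DENR KO samples than in both control samples with IFNγ. Of the other genes the paper names, Cxcl1 (−0.81, adjusted p = 3.5e-05), Irf1 (−0.58, 1.8e-04) and Stat3 (−0.60, 0.0019) passed as well. Cd274 (−0.42, adjusted p = 0.77) and Jak2 (−0.20, 0.92) did not. Cxcl9 had from 0 to 4.91 normalized counts in the untreated samples, where its effect cannot be measured. The 3 genes with a higher effect were named after their values were seen: Dkk2 (0.40, adjusted p = 0.017), Gm4540 (2.41, 0.024) and an unnamed locus on an alternate scaffold (1.97, 0.029).

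Among the 10 gene lists, 7 had a lower DENR KO effect with IFNγ than untreated by camera, 5 of them by fry and 4 with an estimated correlation. The median difference was −0.48 for IFNγ-induced genes (53 of 54 lower, adjusted p = 2.0e-55 from camera), −0.43 for type I interferon-stimulated genes (24 of 26, 1.7e-11), −0.25 for NF-κB targets (28 of 30, 1.8e-20) and −0.23 for Reactome IFNγ signaling (49 of 62, 3.4e-15). These 4 are the lists that also passed in camera with an estimated correlation, with far larger adjusted p-values of 0.0011, 0.0049, 0.0032 and 0.0026 in that order. For JAK-STAT pathway genes it was −0.05 (adjusted p = 0.0017 from camera), and this went to −0.02 without DENR KO untreated replicate 2. For the screen's positive controls it was −0.02, which went to −0.0045 without DENR KO untreated replicate 2. For Reactome IFNα and IFNβ signaling it was −0.24 with 7 of 12 lower, and it lay between −0.24 and −0.07 with each sample left out in turn, the smallest without control untreated replicate 2. The difference of Reactome PD-1 signaling (−0.23, adjusted p = 0.12 from camera) was not significant and turned to 0.03 without control untreated replicate 2. Several genes of these lists were nearly silent in untreated cells. Over the genes with at least 10 normalized counts in each sample, the median difference was −0.45 for 42 IFNγ-induced genes and −0.36 for 19 type I interferon-stimulated genes.

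The pattern behind these differences is graded. Over 10415 genes with a mean of at least 100, the median DENR KO effect was −0.79 for the 40 genes that IFNγ raised by more than 4 on the log2 scale in control cells and −0.49 for the 69 raised by 2 to 4. It was −0.33 for the 140 raised by 1 to 2 and −0.14 for the 499 raised by 0.3 to 1. For the 8469 genes within 0.3 it was −0.0041. In the other direction, the 1165 genes lowered by 0.3 to 1 had a median of 0.15 and the 33 lowered by more than 1 had 0.58. In untreated cells the medians of the same groups lay between −0.03 and 0.09. Several technical explanations were tested against the 143 genes that were lower with IFNγ. Centring every sample on its median left 149 lower genes, so scaling does not account for them. Reads per sample with IFNγ differed little, from 17369020 to 18083259. Thinning all samples to 17369020 reads was therefore a weak test of depth, and it left 141 lower genes. After each sample's trend with GC content and gene length was removed, 148 genes were lower, against 135 before among the genes with a known GC content, which are 94.4% of the lower genes. Alternate scaffolds and unnamed loci held 8 of the 143. The same control samples enter both the IFNγ response and the DENR KO effect, and this alone gives a relation between them. In 100 simulations of unchanged cells, however, the medians of the genes lowered by 0.3 to 1 lay between 0.03 and 0.05. With 1 control sample used for the response and the other for the effect, the 2 observed medians were 0.0918 and 0.0742. Both were below 0.15 and above the simulated range. For the genes lowered by more than 1, the medians with separate controls were 0.45 and 0.32 instead of 0.58. The simulated range for those genes was −0.03 to 0.19. Low counts in untreated cells do not account for the interaction either, since 48 of the 60 genes had at least 100 normalized counts in untreated control cells. The median effect of the 60 genes was −0.58 with IFNγ and 0.10 untreated.

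What stays open is why the response was weaker. All of the 109 genes raised by more than 2 were lower in DENR KO cells (100%, median −0.62), and a response damped in both directions is what reduced JAK2 signaling, the paper's explanation, would give. DENR KO cultures that met less IFNγ, or met it for a shorter time, would give the same, and the 2 cannot be told apart from these tables because each treatment has 1 set of cultures. A lower exposure does not cover 10 of the 132 lower genes in both tables, which IFNγ raised by at most 0.3 in control cells. These include Denr, their median effect was −0.74, and 9 of the 10 were lower in untreated DENR KO cells as well (median −0.40).

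The untreated samples, on which the paper does not report RNA-seq, also showed a signal. In untreated cells 12 genes were lower and 18 were higher in DENR KO than in control cells, of 13998 tested, and at an unadjusted p-value under 0.05 with any fold change 524 were lower and 771 higher. Denr itself was lower, with 1448 and 1297 normalized counts in control and 943 and 916 in DENR KO cells (log2 fold change −0.56, adjusted p = 1.1e-04 from limma). Of the changed genes with a name, a mean of at least 100 normalized counts and no overlap between the groups, 2810021J22Rik (0.92, adjusted p = 1.2e-04 from limma), Ngfr (0.90, 0.0021), L1cam (0.77, 9.0e-05) and Pmepa1 (0.76, 2.2e-06) were among the largest increases. These 4 were higher with IFNγ too, by 0.68 to 0.94. Within the same limits, the largest decreases were those of Plk4 (−1.46, adjusted p = 1.6e-05 from limma), Socs2 (−0.95, 0.013), Gm8121 (−0.83, 0.049), Prl2c3 (−0.82, 0.0034) and Fst (−0.79, 0.014). In each of these genes, higher or lower, both DENR KO samples lay on the same side of both controls. With DESeq2 on the recovered reads, Socs2 (adjusted p = 0.25), Gm8121 (0.39), Prl2c3 (0.065) and Fst (0.27) were not significant. Gm8121 was also not significant with edgeR (adjusted p = 0.062), with a pseudocount of 0.1 (0.051) and in the fit of all 8 samples (0.53). In that fit Plk4 was not significant either (adjusted p = 0.65 from limma). Over all alternatives, the adjusted p-value ran from 5.5e-04 to 0.25 for Socs2, from 3.0e-04 to 0.54 for Gm8121 and from 3.6e-05 to 0.065 for Prl2c3. It ran from 6.3e-06 to 0.27 for Fst and from 6.4e-12 to 0.65 for Plk4. Plk4 is uncertain, because the 2 control samples with IFNγ had 253 and 52.4 normalized counts of it. Prl2c3 belongs to a family of near-identical genes, and Gm8121 is a predicted gene, so reads may be shared with copies, which was not tested. Alternate scaffolds and loci without a name held 5 of the 30 changed genes and so do not account for the whole. Chance between 2 pairs of samples would send an even share of the genes in the same direction in the separate samples with IFNγ, while 26 of the 29 genes tested there went the same way (exact binomial test, two-sided, p = 1.5e-05) and 14 were changed there as well. Genes are not independent replicates, so this p-value describes the genes of these samples. Centring every sample on its median left 30 changed genes. A difference between the cell lines other than DENR, such as a change acquired when the knockout line was made, cannot be told apart from the loss of DENR, because there are 2 DENR KO samples for each treatment and no rescued line among the samples.

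Among the gene lists, 2 were lower in untreated DENR KO cells by camera. Cholesterol synthesis genes had a median log2 fold change of −0.16 with 22 of 24 lower (adjusted p = 8.4e-10 from camera), and ATF4 targets one of −0.05 with 23 of 34 lower (6.2e-04). The adjusted p-values were 0.46 and 0.82 with fry and 0.75 and 0.82 with an estimated correlation. With each sample left out in turn, the median of the ATF4 targets ran from −0.11 (without control replicate 2) to −0.03 (without control replicate 1) and that of cholesterol synthesis from −0.19 to −0.14.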

How the results depend on the processing

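With IFNγ, the number of lower genes lay between 113 and 149 under the other scalings, tools, filters and pseudocounts set before the data were examined, against 143. At least 111 of the 143 were shared with each of these. Without a fold change threshold 314 genes were lower and 251 higher, with an unadjusted p-value 270 and 216, and with a log2 fold change beyond 1 31 and 13. DESeq2 on recovered reads called 113 lower and 34 higher genes, so that 76.9% of its calls were lower against 66.5%. The cause was not tested. With all 8 samples in 1 fit, 90 genes were lower, 89 of them shared, and 57.0% of calls were lower. In that fit Cxcl9, Cxcl11, Ido1 and Rnf181 kept their log2 fold changes and lost significance. The first 3 of these had at most 5.89 normalized counts in an untreated sample, which widens the shared spread, as do the 67.7 and 200.5 normalized counts of Rnf181 in the 2 untreated DENR KO samples.

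In untreated cells, the numbers were 21 lower and 60 higher without a fold change threshold, 106 and 143 with an unadjusted p-value, and 2 and 6 beyond a log2 fold change of 1, against 12 and 18. DESeq2 gave 5 lower genes, and the cause was not tested. Under the other scalings, filters and pseudocounts and with edgeR, between 11 and 15 genes were lower and between 17 and 21 higher. The interaction gave between 55 and 70 lower genes and between 2 and 4 higher genes with the other filter, pseudocounts and DESeq2.

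The replicate numbers showed at most a weak pairing. The correlations of the deviations of same-numbered samples lay between −0.0093 and 0.081 over the 6 pairs of groups. The largest was that of control and DENR KO cells with IFNγ. Counting error also lowers such correlations, so a weak pairing is not excluded. With the replicate number as a block, 175 genes were lower and 110 higher with IFNγ in the 4-sample fit (107 and 80 in the 8-sample fit). Untreated, the block gave 28 and 38 (18 and 23 in the 8-sample fit), and the interaction had 89 lower and 13 higher genes. No list changed its call under the block.

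Of the gene lists, 9 were lower with IFNγ, 2 untreated and 7 in the interaction by camera. With the correlation estimated from the data these became 4, 0 and 4, and with fry 9, 0 and 5. In the untreated samples, fry reversed the direction of 3 lists with medians close to zero, IFNγ-induced genes (−0.0057), JAK-STAT pathway genes (−0.0016) and NF-κB targets (−0.0017). These lists were also far from significance under camera (adjusted p = 0.96 for each). Median centring reversed 2 untreated log2 fold changes close to zero, those of Cxcl1 (−0.0015) and Cdk4 (−0.014), because it moves every gene by the sample medians, a median shift of −0.03. Of the 657 values of named genes under these alternatives, 625 kept their direction and side of the threshold, 21 lost significance, 9 gained it and 2 were the reversals. Of the 120 list values, the 3 reversals apart, 15 lost significance and 1 gained it.

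With each sample left out in turn, 19 of 292 log2 fold changes of named genes changed sign, none of a gene that was called in that comparison. Of the differences between treatments of the 5 genes named for the interaction, 10 of 40 values moved by more than their replicate SD and 0 changed sign. Of the list medians, 14 of 40 moved by more than their replicate SD with IFNγ, 16 of 40 untreated and 24 of 80 in the interaction, with 1, 15 and 5 changes of sign. Cd274 with IFNγ stayed between −0.84 and −0.81, Jak2 between −0.33 and −0.26, and Denr between −0.59 and −0.56. Untreated, Jak2 ran from −0.21 to 0.01, the latter without control replicate 2. The median of IFNγ-induced genes stayed between −0.62 and −0.56 with IFNγ. With 2 samples in a group, these are values without a test. The depth limits genes with few reads: of the simulated changes, all of 1 on the log2 scale, 78.0% were found over all 191 genes. Over the 138 with a mean above 100, 97.8% were found. Smaller changes were not simulated.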

Differences from the paper's values

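The paper reports 114 genes that were lower in DENR KO cells with IFNγ, and 143 were found here, a difference within 1.5 times. The nearest of the alternatives set before the data were examined was DESeq2 on recovered reads, which called 113 lower genes. The authors' deposited table also holds 113 lower genes at an adjusted p-value under 0.05 and a log2 fold change beyond 0.5, and 111 of them were among the 143. The 8-sample fit (90), its version with a replicate block (107), the upper quartile (134), edgeR (138) and the other filters, pseudocounts and median centring (139 to 149) also stayed within 1.5 times of 114. An unadjusted p-value (270), no fold change threshold (314), a log2 fold change beyond 1 (31) and the replicate block in the 4-sample fit (175) did not.

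The paper states that the level of Jak2 mRNA was not reduced in DENR KO cells with or without IFNγ, from RT-qPCR (Fig. 3c). In the RNA-seq with IFNγ, Jak2 was at 81.4% of control (log2 fold change −0.30, adjusted p = 0.0064 from limma), and the adjusted p-value lay between 5.4e-06 and 0.022 over the alternatives set before the data were examined. In the authors' deposited table it is 0.013. Untreated, Jak2 was at 93.0% of control (log2 fold change −0.10, adjusted p = 0.76 from limma).

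The paper names Cxcl10, Cxcl9, Cxcl1 and Irf1 as top downregulated genes. By log2 fold change they were numbers 14, 12, 64 and 139 of the 143 lower genes, and by p-value numbers 1, 2, 24 and 39.

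The paper reports enrichment of PD-L1 signaling among the downregulated genes. The Reactome set for PD-1 signaling is not the paper's set, and only 5 of its 16 genes were tested (Cd274, Csk, Lck, Ptpn11 and Ptpn6). Of these, 2 were lower, with an adjusted p-value of 0.18 from camera. Under fry, an alternative set before the data were examined, the set was called lower (adjusted p = 0.037). So few genes cannot decide whether the paper's set is enriched.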

Other observations

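Of the tests below, those of the loss of DENR for Gapdh, of alternate scaffolds for replicates that differ and of ATF4 targets were chosen only after the result was seen.

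The lower Jak2 mRNA with IFNγ was weighed against 2 explanations. A candidate explanation is that it is part of the weaker IFNγ response, since Jak2 was itself raised by 0.88 on the log2 scale by IFNγ in control cells. Among the 142 genes whose response lay within 0.2 of that of Jak2, the median DENR KO effect was −0.24, and 35.2% were lower than Jak2, which was at −0.30. The alternative that DENR KO cells lost a copy of the region that holds both Jak2 and Cd274 is argued against by 16 other genes within 2 Mb. These are the genes with a mean of at least 100 normalized counts in the untreated samples, with Pdcd1lg2 left out. Their median log2 fold change was −0.0457 untreated, with 10 of 16 lower and a range from −0.35 to 0.12, and it was 0.03 with IFNγ. Whether less JAK2 protein lowers Jak2 mRNA or the reverse cannot be read from mRNA levels.

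The paper's Source Data for RT-qPCR, normalized to β-actin, give Jak2 mRNA in IFNγ-treated DENR KO cells as 82.4% of control for 1 sgRNA and 83.2% for the other (the paper's values, SD 9.07 and 8.03). The RNA-seq, which is scaled by size factors and not to Actb, gave 81.4%. Untreated, the paper's values are 92.5% and 106.5%, and the RNA-seq gave 93.0%. For PD-L1 the paper's values with IFNγ are 50.9% and 49.1% of control, and the RNA-seq gave 56.4%. Untreated, the paper's values for PD-L1 are 84.1% and 99.99%, while Cd274 in the RNA-seq was at 74.8% of control at 46.6 ± 6.70 normalized counts in control cells (SD, n = 2), a difference that was not significant (log2 fold change −0.41, adjusted p = 0.70 from limma). In control cells Cd274 was raised by 5.50 on the log2 scale by IFNγ. Actb, the reference of the RT-qPCR, was higher in both DENR KO samples than in both controls in each table. Its log2 fold change was 0.13 with IFNγ (adjusted p = 0.073 from limma) and 0.13 untreated (0.35). With the replicate number as a block, limma gave 3.0e-08 with IFNγ in the 4-sample fit and 0.037 in the 8-sample fit. Actb was at 109.6% of control with IFNγ and 109.7% untreated. Relative to Actb, the RNA-seq percentages of Jak2 and Cd274 would therefore be lower than those given here.

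Gapdh jumped between samples. With IFNγ it had 347 and 351 normalized counts in control and 4029 and 2201 in DENR KO cells, and untreated it had 434 and 4248 in control and 366 and 374 in DENR KO cells. The authors' deposited table gives it a log2 fold change of 3.16 with an adjusted p-value of 1.1e-11 with IFNγ, while limma gave 3.09 with an adjusted p-value of 0.18. Loss of DENR is not the explanation, because the 2 untreated control samples differed by 9.80 times. Reads moving to the 3 other counted loci named or described as Gapdh do not explain the jump with IFNγ either. Together these loci had at most 14.8 normalized counts in a sample with IFNγ. A change of the cells, a pseudogene that was not counted or was counted under another name, and the authors' handling of reads with several matches were not tested. The source of the jumps therefore stays open. The paper used GAPDH as the reference of its western blots, and the mRNA values say nothing about the protein.

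Loci whose 2 samples of a group differ by more than 4 times were rare, 26 of 11366 with a mean of at least 50 in both tables. Of these, 42.3% lay on alternate scaffolds or had no gene name, against 1.34% of all 11366 (11 of the 26, Fisher's exact test, two-sided, p = 1.1e-14). This is consistent with reads being assigned to 1 of several copies in some samples and not in others. In each table 1 of the changed genes was among these loci.

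DENR promotes translation after start-stop uORFs. Whether mRNAs with such uORFs also change in level was tested over the genes with an annotated 5ʹ UTR, of which 2265 of 20872 have a start-stop uORF. In untreated cells the 1094 such genes tested had a median log2 fold change of 0.02 against −0.00090 for the other coding genes, in the direction of higher levels (adjusted p = 0.104 over the 2 tables, from limma's camera). With IFNγ the 1090 such genes had a median of 0.02 against −0.0022 (adjusted p = 0.104 from limma's camera), also higher. These values argue against a general decrease of their mRNAs when DENR is lost. Translation itself was not measured in these samples. The 5ʹ UTR of Cd274 in ENSMUST00000016640, of 66 nt, has 0 start-stop uORFs and 1 uORF of 51 nt, at 29367460 to 29372457 on chromosome 19 of GRCm38, which spans the first intron.

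Translation of ATF4 depends on uORFs, and its targets had a median log2 fold change of −0.10 with IFNγ. Of the 34 targets tested, 4 were raised by more than 0.3 on the log2 scale by IFNγ in control cells. The median of the 29 targets counted as not raised was −0.08, and these groups do not cover the whole list. A lower ATF4 program in DENR KO cells would be expected to appear untreated as well, where camera and fry gave different calls (adjusted p = 6.2e-04 and 0.817), so it remains undecided. Their difference between treatments was −0.02 (adjusted p = 0.23 from camera), and it turned to 0.02 without control untreated replicate 2. That of cholesterol synthesis was 0.01 (0.55), and it turned to −0.02 without DENR KO IFNγ replicate 1.

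Of the 132 genes that were lower with IFNγ and are in both tables, 107 were raised by more than 1 on the log2 scale by IFNγ in control cells and 82 by more than 2. None of the 72 higher genes was raised by more than 1, and their median response was −0.63. Fst was lower with IFNγ (−1.38) and untreated (−0.79), and the difference between the 2 was −0.59 (adjusted p = 0.052 from limma). Of the genes changed with IFNγ, 5 were lower and 9 higher in the untreated samples too. Mcts1, whose product acts with DENR, had a log2 fold change of −0.23 with IFNγ (adjusted p = 0.37 from limma) and −0.13 untreated (0.77).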
